# Luciferase Expressing Preclinical Model Systems Representing the Different Molecular Subtypes of Colorectal Cancer

**DOI:** 10.3390/cancers15164122

**Published:** 2023-08-16

**Authors:** Arne Rotermund, Martin S. Staege, Sarah Brandt, Jana Luetzkendorf, Henrike Lucas, Lutz P. Mueller, Thomas Mueller

**Keywords:** colorectal cancer, preclinical models, bioluminescence imaging, cell lines, spheroids, xenograft tumors, CMS classification

## Abstract

**Simple Summary:**

More insight into the biological diversity of colorectal cancer (CRC) is needed to improve therapeutic outcomes. We aimed at establishing a combined 2D/3D, in vitro/in vivo model system representing the heterogeneity of CRC with regards to the molecular subtypes, allowing bioluminescence imaging-assisted analyses. Comparative characterization of stable luciferase expressing derivatives of well-established CRC cell lines, derived spheroids and subcutaneous xenograft tumors showed that regarding primary tumor characteristics, the 3D-spheroid cultures resembled xenografts more closely than 2D-cultured cells do. Xenograft tumor growth resulted in metastatic spread to the lungs. Furthermore, a bioluminescence-based spheroid cytotoxicity assay was set up in order to be able to perform dose–response relationship studies in analogy to typical monolayer assays. Thus, the model systems can be used in preclinical research applications to study new therapy approaches and represents the biological heterogeneity of CRC.

**Abstract:**

Colorectal cancer (CRC) is a heterogeneous disease. More insight into the biological diversity of CRC is needed to improve therapeutic outcomes. Established CRC cell lines are frequently used and were shown to be representative models of the main subtypes of CRC at the genomic and transcriptomic level. In the present work, we established stable, luciferase expressing derivatives from 10 well-established CRC cell lines, generated spheroids and subcutaneous xenograft tumors in nude mice, and performed comparative characterization of these model systems. Transcriptomic analyses revealed the close relation of cell lines with their derived spheroids and xenograft tumors. The preclinical model systems clustered with patient tumor samples when compared to normal tissue thereby confirming that cell-line-based tumor models retain specific characteristics of primary tumors. Xenografts showed different differentiation patterns and bioluminescence imaging revealed metastatic spread to the lungs. In addition, the models were classified according to the CMS classification system, with further sub-classification according to the recently identified two intrinsic epithelial tumor cell states of CRC, iCMS2 and iCMS3. The combined data showed that regarding primary tumor characteristics, 3D-spheroid cultures resemble xenografts more closely than 2D-cultured cells do. Furthermore, we set up a bioluminescence-based spheroid cytotoxicity assay in order to be able to perform dose–response relationship studies in analogy to typical monolayer assays. Applying the established assay, we studied the efficacy of oxaliplatin. Seven of the ten used cell lines showed a significant reduction in the response to oxaliplatin in the 3D-spheroid model compared to the 2D-monolayer model. Therapy studies in selected xenograft models confirmed the response or lack of response to oxaliplatin treatment. Analyses of differentially expressed genes in these models identified CAV1 as a possible marker of oxaliplatin resistance. In conclusion, we established a combined 2D/3D, in vitro/in vivo model system representing the heterogeneity of CRC, which can be used in preclinical research applications.

## 1. Introduction

Cancer cell lines are valuable in vitro model systems that are widely used in basic cancer research and drug discovery [1]. Here, the Cancer Cell Line Encyclopedia has clearly demonstrated that large, annotated cell-line collections may help to enable preclinical stratification patterns for anticancer agents [2,3,4]. This has been demonstrated again by two recent studies, which investigated important issues of cancer research such as tumor heterogeneity and metastasis [5,6]. Using cell lines, Jin et al. created a first-generation metastasis map (MetMap) that reveals organ-specific patterns of metastasis associated with clinical and genomic features, and demonstrated the utility of this MetMap [5]. In the second study, Kinker et al. described the landscape of heterogeneity within diverse cancer cell lines and identified recurrent patterns of heterogeneity that are shared between tumors and specific cell lines [6]. Thus, cancer cell lines can be useful models with clinical relevance. 

Colorectal cancer (CRC) is among the most common cancers and a major cause of cancer mortality [7,8]. CRC is a heterogeneous, clinically diverse disease and is poorly understood biologically. Therefore, more insight into the biological diversity of CRC, especially in relation to its clinical behavior, is needed to improve the therapeutic outcomes. Established CRC cell lines are frequently used and are capable of representing the main subtypes of primary tumors at the genomic level, which validates their utility as tools to investigate colorectal cancer biology and drug responses [9]. Furthermore, several groups have characterized primary CRC tumors based on their gene expression data combined with their genomic features in order to establish biologically distinct molecular subtypes with clinical relevance, which resulted in the emergence of different classification systems [10,11,12,13,14,15]. Again, CRC cell lines turned out to reflect the differential subtypes among these classification systems and were capable of being used to test specific targeted therapy approaches [16]. Later, the international CRC Subtyping Consortium (CRCSC) was formed with the aim of resolving inconsistencies among the original reported gene expression-based CRC classification systems. This resulted in the establishment of the CMS classification system consisting of four consensus molecular subtypes (CMS), each with distinguishing properties: CMS1 (microsatellite instability immune, 14%), hypermutated, microsatellite unstable and strong immune activation; CMS2 (canonical, 37%), epithelial, marked WNT and MYC signaling activation; CMS3 (metabolic, 13%), epithelial and evident metabolic dysregulation; and CMS4 (mesenchymal, 23%), prominent transforming growth factor-beta activation, stromal invasion and angiogenesis [17]. In addition, there was a fifth group comprising samples with mixed features, labeled as an intermediate group (13%). Besides the biological differences, clear clinical distinctions were evident between the aforementioned groups. Among others, patients with CMS4 tumors displayed worse overall, and relapse-free, survival. The CMS1 population had very poor survival in the situation after relapse, whereas CMS2 patients showed superior survival after relapse [17]. Furthermore, various studies have also reported on different responses to chemotherapy in the different molecular subgroups of the CMS classification. 

Gene expression profiles of tumor tissue samples represent the sum of signals derived from the cancer cells and their surrounding tumor microenvironment, the latter of which can impede gene expression analysis, depending on the model used. Moreover, the stromal component in a tumor has been suggested to be crucial for the determination of CMS4 [18,19]. In contrast to these reports, Linnekamp et al. characterized a panel of CRC cell culture models including CRC cell lines, primary cultures and PDX models, and clearly detected CMS4 in all model systems, indicating that CMS4 can be defined as a tumor cell-intrinsic phenotype in addition to the observed accumulation of stromal cells [20]. Moreover, Eide et al. developed a novel CMS classifier, referred to as CMScaller, based on cancer cell-intrinsic and subtype-enriched gene expression markers, thereby providing a solution to the analogous problem of classifying pre-clinical models, which either lack a tumor microenvironment entirely (e.g., cell lines and organoid cultures) or present with a completely different background (e.g., murine xenografts) [21,22]. This is particularly relevant for the classification of CMS1 and CMS4, as interactions between tumor cells and microenvironment play an especially important role in these two subgroups. The CMScaller was shown to perform in primary tumors models and recapitulated the biology of the CMS groups, revealing subtype-dependent drug response profiles when applied to PDX and cell lines [23,24]. Moreover, in a recent study, Joanito et al. performed combined single-cell and bulk transcriptome sequencing and identified two intrinsic epithelial tumor cell states in colorectal tumors, which refined the CMS classification system of colorectal cancer [25].

In the present work, we generated stable, luciferase expressing cell clones from established CRC cell lines, in order to analyze growth, therapy response and metastasis in derived spheroid and nude mouse xenograft models utilizing the endogenous signal. Tumor spheroids are useful in vitro models as they can represent several important aspects of real tumor tissues, e.g., (1) three-dimensional growth with structural organization and physiologically relevant cell–cell and cell–matrix interactions; (2) establishment of tumor microenvironmental characteristics such as nutrient gradients, hypoxia and acidosis; (3) localization-dependent heterogeneous cell growth and differentiation; (4) drug resistance mechanisms [26,27]. Mouse xenograft tumors represent aspects of real tumor tissue even more strongly, since they contain a complete stromal component including vasculature and fibrotic tissue, even though being of murine origin. In addition, a residual immune system consisting of B cells, NK cells, macrophages and dendritic cells is still present in these models, especially in athymic nude mice. In this work, we compared the labeled and cloned CRC cell lines with their derived spheroids and xenograft tumors in terms of gene expression and response to therapy. The aim of the study was to establish a useful preclinical model system, which represents the heterogeneity of CRC, especially in regard to the different subtypes according to the CMS classification system. 

## 2. Materials and Methods

### 2.1. Cell Lines and Generation of Luciferase Expressing Clones

The colorectal cancer cell lines HT29 (HTB-38), DLD1 (CCL-221), LOVO (CCL-229), SW48 (CCL-231), LS1034 (CRL-2158), SW1463 (CCL-234), COLO205 (CCL-222), LS174T (CL-188), HCT116 (CCL-247) and SW480 (CCL-228) were originally obtained from the ATCC and were authenticated in 2010 at the DSMZ-German Collection of Microorganisms and Cell Cultures GmbH (Braunschweig, Germany). All cell lines were cultivated in RPMI medium (Sigma-Aldrich, Taufkirchen, Germany) containing 10% fetal bovine serum (BioWest, Nuaillé, France) and 1% penicillin/streptomycin (Sigma-Aldrich) at 37 °C/5% CO_2_ in a humid atmosphere. 

The cDNA of the red-shifted firefly luciferase PLR1 [28], kindly provided by Bruce R. Branchini (Department of Chemistry, Connecticut College, New London, CT, 06320, USA), was cloned into the lentiviral vector system that we previously used [29]. Preparation of the lentiviral particles and the transduction of the used cell lines were performed as previously described [29]. Transduced cell lines were seeded onto 96-well plates to generate single cell clones by means of using limited dilutions. Luciferase (Luc) expressing clones were identified by measuring bioluminescence after supplementation of D-luciferin (Perkin Elmer, Rodgau, Germany) on a Tecan Spark microplate reader (Tecan, Männedorf, Switzerland). Six to ten Luc-positive clones per cell line were picked, expanded and analyzed regarding morphology, growth behavior and drug response in direct comparison to the wild-type cell lines. One clone of each cell line was selected for subsequent experiments. Finally, the newly generated Luc-expressing, cloned cell lines were re-authenticated at the DSMZ in 2020/2021. 

### 2.2. Spheroid Preparation, Growth Kinetics, Drug Treatment 

In order to generate single tumor spheroids, tumor cells resuspended in culture medium were seeded onto 96-well plates, which were coated with 0.7% agarose (SeaKem^®^ GTG™ Agarose, Lonza, Basel, Switzerland) before. The cell lines HT29-Luc, DLD1-Luc, LS174T-Luc, LS1034-Luc and SW1463-Luc were able to form compact spheroids within 2 days. For the cell lines LOVO-Luc, SW48-Luc, COLO205-Luc, HCT116-Luc and SW480-Luc, the used culture medium was supplemented with 10 µg/mL collagen I (Ibidi GmbH, Gräfelfing, Germany) in order to support spheroid formation. Compact spheroids were formed within 7 days. 

In order to analyze spheroid growth, different amounts of cells (range 150–20,000) were seeded onto agarose-coated 96-well plates. The starting point of the assay (d0) was chosen after the formation of spheroids within two or seven days. On d0, 20 µL D-luciferin solution was added per well and luciferase activity was measured after 15 min incubation time on the Spark microplate reader. Further measurements were performed on d2, d5 and d7. Growth kinetic curves were established by plotting mean values (8 spheroids) over time using GraphPad Prism8. Based on these analyses, a cell line-specific cell amount to be used in our cytotoxicity assays was determined: HT29, DLD1, LS174T, LS1034, SW1463–1500; HCT116, LOVO–300; SW48, SW480–500; COLO205–150.

For the cytotoxicity assay, cells were seeded onto agarose-coated 96-well plates and were treated with serial dilutions of oxaliplatin (Eloxatin, 5 mg/mL, provided from own hospital pharmacy) for seven days after compact spheroids formed. Measurements of luciferase activity were performed as described above. Dose–response curves and calculation of IC_50_ values including standard deviations were carried out using GraphPad Prism8. The IC_50_ values of the groups were then compared using a Welch test.

### 2.3. RNA Preparation, Microarray Analysis, Molecular Subtyping and Classification

Cell lines were harvested 48 h after seeding and different samples per cell line were pooled. Spheroids were harvested on day 7 (HT29, DLD-1, LS174T, LS1034, SW1463) or day 12 (LOVO, SW48, COLO205, HCT116, SW480) and were pooled. Xenograft tumors (see Section 2.4) were resected from nude mice when they had reached a volume of approximately 1 cm^3^. Tumors were sliced in half and, afterwards, one half was fixed in formalin for histological analyses, whereas the other half was immediately processed, performing cell separation using the MACS cell separation technology from Miltenyi (Miltenyi Biotech, Bergisch Gladbach, Germany). Preparation of the tumor mass was performed on a gentleMACS Octo by using the Tumor Dissociation Kit (130-095-929), followed by separation using the Mouse Cell Depletion Kit (130-104-694) and the Death Cell Removal Kit (130-090-101) according to the protocols of the manufacturer. For histological analyses, formalin-fixed samples were embedded in paraffin and then cut to perform hematoxylin/eosin (HE) staining according to standard protocols, as described previously [30].

RNA was extracted using the TRIzol™ Reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. For transcriptomic analyses, the Clariom™ D Assay from Applied Biosystems™ (Thermo Fisher Scientific) was used. The processing of the microarrays was performed in the core facility “analyses” of the Center for Medical Basis Research (ZMG) of the Medical Faculty (Martin Luther University Halle-Wittenberg) according to the instructions of the manufacturer. Microarray data will be available from the Gene Expression Omnibus (GEO) database. In addition to our preclinical samples, ten tumor samples and ten normal colon tissue samples from the GEO database (accession number GSE115261 [31]), which was processed using the same microarray, were included in the transcriptomic analyses. 

Microarrays were analyzed using the robust multi-array average (RMA) algorithm with the Transcriptome Analysis Console (TAC4.0; Thermo Fisher Scientific). Gene filtering and cluster analysis was performed with TAC4.0. For the genes included in the cluster analysis focusing on cell line-specific genes and differences between tumor and normal samples were filtered for a false discovery rate (FDR) F-test < 0.0001 and a tumor-versus-normal log2 fold change of >5/<−5 (749 probe sets passed these filters). Normal samples were set as the baseline. Genes included in cluster analysis focusing on the different preclinical model systems were filtered for a FDR F-test < 0.01 and 2D cultures were used as baseline. Genes were further filtered for spheroid-versus-2D and xenograft-versus-2D log2 fold changes of >1.5/<−1.5 (152 probe sets) or >2/<−2 (51 probe sets).

The gene expression data were used to classify the samples according to the CMS classification system applying the CMScaller [21]. The classification was performed according to the instructions provided on https://github.com/peterawe/CMScaller (lastly accessed on 10 August 2023). In addition, the datasets were classified using the CRCassigner [14] according to the instructions provided on https://github.com/syspremed/CRCAssigner (lastly accessed on 10 August 2023).

For classification of the intrinsic epithelial tumor cell type, the specific iCMS2 and iCMS3 gene sets provided in the original study [25] were used to calculate scores for iCMS2. Probe sets were mean collapsed to gene names and for all genes, the sample-specific quantile ranks were calculated. Thereafter, two different scores were calculated: For score A, the means of the quantile ranks for the gene sets [25] iCMS2_up (Mq2U), iCMS2_down (Mq2D), iCMS3_up (Mq3U), and iCMS3_down (Mq3D) were calculated for all samples. Score A was calculated as A = (Mq2U/Mq2D) − (Mq3U/Mq3D). In score B, the sums of the quantile ranks for the same gene sets iCMS2_up (Sqi2U), iCMS2_down (Sqi2D), iCMS3_up (Sq3U) and iCMS3_down (Sq3D) were calculated for all samples. The score B was calculated as B = (Sq2U–Sq2D) − (Sq3U–Sq3D). In both scores, higher positive values suggest that the corresponding sample likely belongs to the iCSM2 class. In addition, nearest template prediction [32] was performed using the mentioned gene sets. Based on the calculated distances to the gene classes iCMS2_up (D2U), iCMS2_down (D2D), iCMS3_up (D3U) and iCMS3_down (D3D), the iCMS classes were determined as: (D2U < D2D) and (D3U > D3U) → iCMS2; (D2U > D2D) and (D3U < D3U) → iCMS3; all other constellations → unstable.

Additional datasets from public databases were used for iCMS classification of additional cell lines. From ArrayExpress, the cel files from dataset E-MTAB-2971 were downloaded. In addition, the following the GEO datasets were used: GSM1374426, GSM1374451, GSM1374452, GSM1374456, GSM1374463, GSM1374516, GSM1374517, GSM1374518, GSM1374561, GSM1374562, GSM1374563, GSM1374564, GSM1374627, GSM1374628, GSM1374629, GSM1374630, GSM1374632, GSM1374633, GSM1374759, GSM1374919, GSM1374920, GSM1374925, GSM1374926, GSM1374927, GSM1374928, GSM1374929, GSM1374930, GSM1374933, GSM1374934, GSM1374935, GSM1374937, GSM206450, GSM206455, GSM206459, GSM206463, GSM206467, GSM206501, GSM206517, GSM206519, GSM206524, GSM206547, GSM206548, GSM206552, GSM206553, GSM206554, GSM843481, GSM843482, GSM844580, GSM844713, GSM887141, GSM887274, GSM887277, GSM887278, GSM887303, GSM887479, GSM887632, GSM887644, GSM887667, GSM887668, GSM887674, GSM887675, GSM887677, GSM887679 (GSE57083, GSE8332 [33], GSE34211 [34], GSE36133 [2]). 

### 2.4. Animal Studies, Treatment, Imaging

Generation of subcutaneous xenograft tumors was performed by inoculation of 5 million tumor cells into the right flank of male athymic nude mice (Charles River Laboratories, Sulzfeld, Germany). Monitoring of tumor growth was performed by caliper measurement and volume calculation using the formula a^2^ × b × π/6 with ‘a’ being the short and ‘b’ the long diameter. For molecular and histological analyses (see Section 2.3), three to four tumors from each cell line model were removed from mice when they had reached a volume of approximately 1 cm^3^. To analyze the ability to metastasize, one tumor of each model was allowed to grow to a size of about 2 cm^3^. After completing, the lungs were removed, incubated in D-luciferin solution for 10 min and bioluminescence imaging was performed on an IVIS Spectrum (PerkinElmer, Rodgau, Germany).

Selected models were used to analyze the anti-tumor activity of oxaliplatin. For this purpose, mice were divided into two groups (*n* = 3) with similar mean tumor volumes of about 0.150 cm^3^ and equal volume distribution at the start of treatment. Treatments comprised weekly intraperitoneal applications of oxaliplatin (8 mg/kg BW) and normal saline (control). Mouse weight and behavior were controlled daily during the course of treatment. The impact of treatment was calculated as the increase in tumor volume after treatment relative to the tumor volume at the start of the treatment on day 0 (mean values ± SD). 

## 3. Results

### 3.1. Luciferase-Labelled CRC Cell Line Clones form Subcutaneous Xenograft Tumors with Various Differentiation Characteristics and Metastasize to the Lung

We chose ten well-known CRC cell lines, which already have been used in recent classification studies, to establish luciferase-labelled derivatives. The red-shifted firefly luciferase PLR1 [28] was cloned into the vector system that we previously used [29], which contains no further selection marker, enabling the utilization of typical selection markers in subsequent experiments. Single cell cloning was performed in order to achieve homogenous cell populations in regard to the chromosomal locus of the incorporated vector cassette. From several picked clones of each cell line, one was selected based on the criteria luminescence intensity, as well as the morphology, growth behavior and drug response resembling the wild type of the corresponding cell line. The generated luciferase (Luc)-expressing, cloned CRC cell lines were re-authenticated using STR analysis.

All new Luc-labelled derivatives were able to grow as subcutaneous xenograft tumors in nude mice without any differences to the wild-type cell lines. Interestingly, ex vivo bioluminescence imaging revealed metastatic spread to the lungs in each model (Figure 1A). Histological examination of the subcutaneous tumors showed clear differences (Figure 1B). Tumors from LS1034 and SW1463 cells showed well-differentiated structures resembling those of the colonic mucosa, with arranged columnar epithelial cells including goblet cells. LS174T, and to a lesser extent HT29, tumors were characterized by pronounced goblet cell differentiation and displayed only a residual pattern of layered epithelium formation. Tumors from SW48, LOVO, HCT116, SW480 and COLO205 cells showed a completely undifferentiated phenotype although scattered goblet cells could occasionally be observed. In addition, examination of HCT116 and SW480 tumors revealed a high density of small capillary structures. A high content of mitotic figures was a typical feature of COLO205 tumors, which corresponded with their fast growth compared to the other tumor types. DLD1 tumors predominantly displayed an undifferentiated phenotype but in part showed a residual tendency of cellular organization. Together, these analyses showed that the Luc-labelled, cloned cell lines retained the main properties of wild-type cell lines. 

### 3.2. Luciferase Expressing Cell Lines as Well as Their Derived Spheroids and Xenograft Tumors Represent Molecular Characteristics of CRC

We performed transcriptomic analyses to characterize the Luc-CRC cell lines, derived spheroids and xenograft tumors. 

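RNA of 9 of the luciferase-labelled CRC cell lines was compared in 3 models, as 2D culture, as spheroid and as xenograft tumor, with 1 Clariom D array per line and model and 27 arrays in all. COLO205, DLD1, HCT116, HT29, LOVO, LS1034, LS174T, SW48 and SW480 are established lines from human colorectal tumors. SW1463 and the tumor and normal tissue samples were not analysed here. 2D cultures were harvested after 48 h, spheroids on day 7 or day 12, and xenograft tumors at about 1 cm3, after which the tumors were dissociated and mouse cells and dead cells were removed. Several samples of a line were pooled for 2D cultures and spheroids, and the spread within a line and model cannot be measured from 1 array. The authors normalized the arrays by RMA, and the deposited values are log2 signals per probe set. In the annotation used here 36176 probe sets carry a single gene symbol, 1119 carry several and 98455 carry none. Array medians lay between 3.52 and 3.58 in 2D cultures and between 3.49 and 3.81 in xenografts, and the median over spheroids was 3.56. The highest medians belonged to the SW480 spheroid and the LS1034 xenograft. Models were compared with limma, with the cell line as a block and Benjamini-Hochberg adjustment over all probe sets. The deposited values span a narrower scale than the signals in the paper's supplementary tables. Over the 51 probe sets of Table S4, a difference of 1 log2 unit here corresponds to 1.62 log2 units there, so that folds given here are smaller. Arrays were processed on 10 dates. Only 2 of the dates hold more than 1 model, so that date and model are largely confounded.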

The cell lines LS1034, SW1463, HT29, LS174T and DLD1 were able to form compacted spheroids within one or two days. In contrast, SW48, LOVO, HCT116, SW480 and COLO205 only formed loose aggregates in an equal time span. Medium supplementation with collagen I and a longer incubation time was necessary to achieve the formation of properly compacted spheroids in these models. From xenograft tumors, the human tumor cells were extracted and mouse cells were depleted. Furthermore, ten colorectal tumor samples and ten normal colon tissue samples from publicly available data sources [31] were included for further comparison. 

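Arrays of the same cell line lay close to each other when all probe sets were taken together. For 17 of 27 arrays, the nearest other array by Pearson correlation of centred values belonged to the same line (permutation test, p = 1e-05, the smallest p that 1e+05 draws can give). The nearest array was of the same model for 8 of 27 arrays and of the same array date for 7. Over probe sets with a mean log2 signal of at least 6, it was of the same line for 12 arrays (permutation test, p = 4e-05) and of the same model for 12 as well, and by Euclidean distance for 16 and 11. The cell line accounted for 35.0% of the variance of a probe set on average and the model for 11.3%, where 30.8% and 7.69% are given by chance alone. Over the probe sets of that minimum, the shares were 38.2% and 14.2%. The gene set of Table S1 compares tumor with normal tissue and was not used here to choose probe sets.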

First, we performed hierarchical cluster analysis focusing on cell line specific genes and differences between the tumor and the normal tissue samples (Figure 2A, gene set 749 in Supplementary Table S1), revealing a close relation between the cell lines and their derived spheroids and xenograft tumors. In addition, clustering the preclinical model systems together with the tumor samples confirmed that the cell line-based tumor models retain specific characteristics of real tumors when compared to normal tissue. 

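Xenograft tumors differed from 2D cultures at 2460 probe sets, of which 1670 were higher and 790 were lower, and from spheroids at 2092, of which 1841 were higher and 251 were lower (adjusted p under 0.05, limma). Spheroids differed from 2D cultures at 59 probe sets, with 28 higher and 31 lower. Of the probe sets higher in xenografts than in 2D cultures, 607 stand for a named gene. Among these, 301 are of U6 RNA and its pseudogenes, whose copies are near-identical. U6 copies are also among those higher than in spheroids, so that these totals are not counts of separate genes. Immediate early and stress response genes were among those that rose most from 2D culture to xenograft. The phosphatase gene DUSP1 rose by a log2 change of 4.15 (standard error 0.15), the transcription factor genes ATF3 by 4.01 (standard error 0.40) and JUN by 3.76 (standard error 0.32), and the growth factor gene HBEGF by 3.11 (standard error 0.36). The transcription factor gene NR4A2 and the chemokine gene CXCL8 rose by 2.56 each. Lower in xenografts were H2BC14, with a log2 change of -3.05, H1-4, with -2.69, the mitotic kinesin gene KIF20A, with -1.95, and the transferrin receptor gene TFRC, with -1.75. All of these changed the same way in 9 of 9 lines. From 2D culture to spheroid, the largest rises among genes that passed the threshold and changed the same way in 9 of 9 lines were those of SAT1, a gene of polyamine catabolism, with 2.28, LINC01564 with 2.23 and DDIT4, an inhibitor of mTOR signalling that responds to hypoxia, with 1.80. Between spheroid and xenograft, ADGRF1 was lower by a log2 change of -2.47 and CYP1A1, a target of the aryl hydrocarbon receptor, by -1.85.
In complete-linkage clustering of the 94 probe sets that passed the study's filter here, which asks for a difference between the models, 9 of 9 xenografts formed a cluster of their own and 9 of 9 spheroids lay with the 2D cultures. Over all probe sets, 1 cluster held 8 xenografts, 8 spheroids and 9 of the 2D cultures, and the other held 1 xenograft and 1 spheroid. The xenograft counts split otherwise after quantile normalization, with 1309 higher and 1564 lower than 2D culture, and 41 higher and 125 lower for spheroids. After centring of the array medians the spheroid counts were 12 higher and 32 lower, and over probe sets with a mean of at least 6 the counts were 641 higher and 511 lower in xenografts and 34 higher and 14 lower in spheroids. Without the cell line as a replicate block, 1350 probe sets differed between xenografts and 2D cultures, 1266 between xenografts and spheroids and none between spheroids and 2D cultures (14907 at an unadjusted p under 0.05, limma), and with array date as a random block these counts were 638, 177 and 0 (9293 at an unadjusted p under 0.05, limma). Array date as a fixed block could be fitted for xenografts against 2D cultures alone, where it left 3 probe sets and a log2 change of 0.40 for H2BC14. Leaving out 1 line moved the spheroid count from 3, without HCT116, LOVO or LS174T, to 176, without SW48, and it was 752 on the arrays of those models alone and 602 without the SW480 spheroid and the LS1034 xenograft, a choice made after the values were seen. The count of xenografts against 2D cultures was 1222 without HT29, 1309 without SW48 and 1418 without LOVO. Against spheroids it was 628 without HT29, 786 without COLO205, 872 without DLD1 and 940 without LS174T, and 158 on the arrays of those models alone.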

Hierarchical cluster analysis focusing on differences among the preclinical model systems showed that spheroids were located in the main cluster together with cell lines when compared with xenograft tumors (Figure 2B, gene set 152 in Supplementary Table S2). 

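On the 94 probe sets of the re-derived filter set, the spheroids of COLO205, SW48 and HCT116 lay nearest to the 2D cultures, when each spheroid was set against the mean of the 2D cultures and of the xenografts of the other lines. The root mean square distance to the 2D cultures minus that to the xenografts was -0.61 in COLO205, -0.55 in SW48 and -0.49 in HCT116. It was -0.42 in DLD1, -0.33 in LS1034, -0.19 in SW480 and -0.14 in HT29, and above 0 in LOVO, with 0.11, and LS174T, with 0.22. The mean was -0.35 ± 0.30 (SD, n = 5) in lines grown with collagen I and -0.17 ± 0.28 (SD, n = 4) in the other lines (exact permutation test over 126 splits, two-sided, p = 0.389). Over all probe sets the lowest values were those of COLO205, LOVO, HCT116 and SW48, and on the 51 probe sets of Table S4 LS1034 had the lowest, with -0.58. The difference between these groups was 0.065 on the 51 probe sets of Table S4 (exact permutation test, p = 0.667) and -0.0199 over all probe sets (exact permutation test, p = 0.0397). A gene-wise test of whether the change from 2D culture to spheroid differs between these groups found 1 probe set, lower in collagen lines, with no gene symbol, and 11413 at an unadjusted p under 0.05 (limma). On 2D and spheroid arrays alone it found 1795, and without SW480 234. No array date held spheroids of both groups. Among named genes, the goblet cell peptide gene TFF3 had a log2 change of -0.27 in collagen lines and of 3.75 in the others (adjusted p = 0.0686), and the calcium-binding protein gene S100P of -0.02 and 4.17 (adjusted p = 0.0912). The median change of 57 ribosomal protein genes was 0.38 ± 0.45 (SD, n = 5) and 1.39 ± 0.08 (SD, n = 4), with an exact permutation p of 0.00794 and an adjusted p of 0.222 over 28 gene lists.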

Spheroids of the cell lines SW48, LOVO, HCT116 and COLO205 were more closely related to the cell line group than the others. All of these four cell lines belonged to the group, which were less prone to form spheroids. Although belonging to the same group, the cell line SW480 was able to form spheroids faster when supplemented with collagen I, possibly explaining the clustering together with the other group. Furthermore, to investigate the relation between the three preclinical model systems, we performed a correlation analysis (Pearson) based on the gene set 152 (Supplementary Table S2). This revealed that spheroids resemble xenografts more closely than 2D-cultured cells do in each model, with SW48 as the only exception (Supplementary Table S3).

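Within each of 9 lines, the spheroid correlated more closely with the xenograft than the 2D culture did, over the 94 probe sets of the re-derived filter set. The mean Pearson r across probe sets was 0.888 for spheroid with xenograft, 0.794 for 2D culture with xenograft and 0.917 for 2D culture with spheroid. The difference between the former values was 0.0943 ± 0.0459 (SD, n = 9) on average and above 0 in 9 of 9 lines (exact sign-flip permutation test, two-sided, p = 0.00391, the smallest that 9 lines allow). It was largest in LOVO, with 0.185, and SW48, with 0.138, and smallest in SW480, with 0.0492. On the linear scale the mean was 0.215 and above 0 in 7 of 9 lines, and on the 51 probe sets of Table S4 it was 0.183 and above 0 in 8 of 9. These probe sets were chosen for a change in both spheroids and xenografts against 2D culture, and probe sets are not independent replicates. Over all probe sets the mean difference was -0.0184 ± 0.0313 (SD, n = 9) and above 0 in 2 of 9 lines (exact sign-flip permutation test, p = 0.121). From the correlations on its set of genes, the paper concludes that spheroids resemble xenografts more closely than 2D cultures do.

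**Figure D1:**
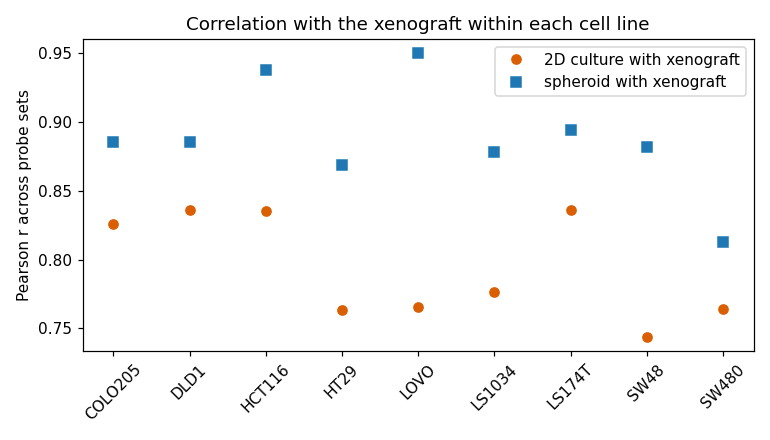
Pearson r across the 94 probe sets of the re-derived filter set (vertical axis) between xenograft and 2D culture (circles) and between xenograft and spheroid (squares) in each cell line, with 1 array per point. The squares lie above the circles in 9 of 9 lines.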

Since spheroid models are described as better reflecting the characteristics of real tumor tissue than cell lines, we questioned whether this phenomenon is associated with a specific pattern of increased or decreased gene expression between the different model systems. 

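With an F-test over the models at an adjusted p under 0.01 and a fold above 1.5 in both spheroids and xenografts against 2D culture, 94 probe sets passed, of which 39 have a gene symbol and 24 are among the 51 probe sets of Table S4. The mean signal rose from 2D culture to spheroid to xenograft at 58 probe sets and fell at 20. Rising genes included the stress response genes ATF3, JUN and PPP1R15A, the RNA-binding protein gene ZFP36, which limits the life of inflammatory mRNAs, the transcription factor gene KLF6, the tight junction gene CLDN4 and probe sets of U6 spliceosomal RNA and its pseudogenes. Mean log2 signals were 4.74, 5.79 and 8.76 for ATF3, 8.49, 9.33 and 10.59 for CLDN4, and 5.99, 7.34 and 8.54 for ZFP36. U6 copies share sequence, and the probe sets of RNU6-1 and RNU6-8 hold equal means, so that they do not count as separate genes. Unnamed probe sets share these means too. Other unnamed ones share falling means of 11.42, 10.71 and 10.08, so that the counts of 58 and 20 hold repeats. Falling genes included CCNF, a cyclin, with means of 6.12, 5.46 and 4.77, and ERCC6L, a helicase of mitosis, with 6.10, 5.45 and 4.88. At 5 probe sets the mean rose in spheroids and was not higher still in xenografts, as in SAT1, with 7.51, 9.78 and 9.64, at 5 it fell and was not lower still, and at 6 the spheroid and the xenograft lay on opposite sides of 2D culture. With the cell line as a replicate block, 197 probe sets passed. Leaving out 1 line gave from 27 probe sets, without LOVO, to 53, without LS1034 or SW480.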

Among the 152 genes (Supplementary Table S2) used in the cluster analysis depicted in Figure 2B, 64 genes showed an increasing and 25 genes a decreasing expression pattern. In addition, in three cases, gene expression increased from cell lines to spheroids without further increasing to xenograft tumors, whereas in eighteen cases gene expression decreased without further decreasing in xenograft tumors. 

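Of the 94 probe sets, 83.0% had a mean that rose or fell in the order of 2D culture, spheroid and xenograft. At 88 of them, or 93.6%, the spheroid and the xenograft differed from 2D culture in the same direction. Both shares count each repeat with equal means, so that they are not shares of separate genes. The paper's 72% includes its cases without further change, so that 93.6% and not 83.0% is the share to set beside it. A filter that asks for a change in both spheroids and xenografts favours such patterns. Without a fold asked of spheroids, 350 probe sets passed, of which 70.9% were ordered and 73.7% had the same direction in both. The F-test over the models was kept there, so that the spheroids still enter the choice. Both changes are taken against the same 2D arrays, which also favours the same direction, and no share without a change in spheroids was computed.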

Overall, 72% of the 152 genes showed a characteristic pattern indicating that spheroids, more than cell lines, comprise molecular traits of xenograft tumors. 

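At a fold above 2, 15 probe sets passed the filter, of which 8 are in Table S4. The mean rose through the models at 10 and fell at 2. Of the 15, 80% were ordered and 93.3% had the same direction in spheroids and xenografts. Named members were ATF3, JUN, ZFP36, SNORD104, SNORA72, the polyamine gene SAT1, HBP1, a repressor of cell cycle genes, and YPEL5. YPEL5 had mean log2 signals of 6.58, 8.19 and 8.37 in 2D cultures, spheroids and xenografts and HBP1 had 7.34, 8.46 and 8.68. Over the 51 probe sets of Table S4 in the deposited values, 21 rose, 15 fell and 70.6% were ordered, and 88.2% had the same direction in spheroids and xenografts. The paper selected these probe sets on the same arrays, so that this share is not independent evidence of a pattern. With the cell line as a replicate block, 35 probe sets passed, and leaving out 1 line gave from 6, without HCT116 or HT29, to 18, without SW480.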

Further clustering using a fold-change higher than 2 resulted in a more restricted set of 51 genes, 84% of which showed the described increasing or decreasing expression pattern (Supplementary Table S4). Further analyses in combination with the gene expression data of the tumor and normal tissue samples revealed different, gene-dependent relations between the preclinical models and clinical samples (Supplementary Table S2). For example, the expression of genes such as JUN, FOS and DUSP1 showed an increasing pattern within the model and turned out to be high in both the tumor and normal samples (Figure 2C), suggesting an involvement of these factors in tissue-specific differentiation processes. 

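DUSP1, JUN and FOS are immediate early genes, which are transcribed within minutes of a stimulus. The mean log2 signal of DUSP1 was 4.65, 5.60 and 8.80 in 2D cultures, spheroids and xenografts, that of JUN was 5.34, 6.72 and 9.10 and that of FOS was 6.13, 6.69 and 9.00 (n = 9 lines each). DUSP1 rose in both steps, by 0.95 (standard error 0.15, adjusted p = 0.0256, limma) from 2D culture to spheroid and by 3.20 (standard error 0.15, adjusted p = 1.08e-10) from spheroid to xenograft. JUN had a log2 change of 1.38 (adjusted p = 0.108) in the first step and rose by 2.38 (adjusted p = 0.000848) in the second. FOS had 0.55 (adjusted p = 0.166) and rose by 2.32 (adjusted p = 7.81e-08). The first step of DUSP1 did not pass with array date as a random block (adjusted p = 0.296) or without the replicate block (adjusted p = 0.11). With array date as a fixed block, the log2 change from 2D culture to xenograft was 4.09 in DUSP1 (adjusted p = 0.165), 5.04 in JUN (adjusted p = 0.366) and 3.02 in FOS (adjusted p = 0.366). Of 27 measured immediate early and dissociation response genes, 18 were higher in xenografts than in 2D cultures and none was lower (25 higher and 1 lower when adjusted over the list alone). The median change of the list was 1.68, with an adjusted p of 0.000626 with an estimated correlation. Against spheroids 17 were higher (23 adjusted over the list alone), with a median change of 1.23 and an adjusted p of 0.000793 with an estimated correlation. From 2D culture to spheroid 1 was higher (6 adjusted over the list alone), with a median of 0.31 and an adjusted p of 0.39 with an estimated correlation. Xenograft cells were taken through enzymatic dissociation and cell separation before RNA extraction, and 2D cultures and spheroids were not stated to be. Of 10 heat shock genes, 1 was higher in xenografts than in spheroids, DNAJB1 with a log2 change of 1.36 (standard error 0.22), and the median change was 0.21, with an adjusted p of 0.391 with an estimated correlation. From the increasing pattern and the signals in tissue samples, which were not analysed here, the paper proposes a part of these genes in tissue-specific differentiation.

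**Figure D2:**
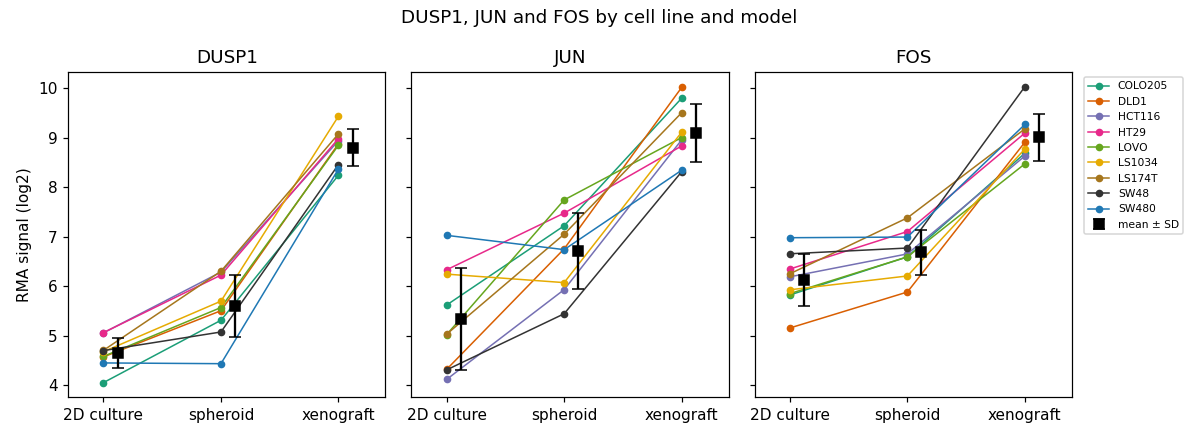
RMA signals (log2, vertical axis) of DUSP1, JUN and FOS in 2D cultures, spheroids and xenografts, with a coloured line per cell line and black squares for the mean and SD of 9 lines. In 9 of 9 lines the xenograft signal of each gene lies above its 2D signal.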

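TPX2, a spindle assembly factor, and SMC4, a subunit of condensin, had their highest mean signals in 2D cultures. The mean log2 signal of TPX2 was 9.03, 8.12 and 7.71 in 2D cultures, spheroids and xenografts (n = 9 lines each). It fell from 2D culture to xenograft by 1.31 (standard error 0.18, adjusted p = 0.000475, limma), in 9 of 9 lines, and had a log2 change of -0.90 (adjusted p = 0.0709) from 2D culture to spheroid. SMC4 had means of 10.47, 9.59 and 9.84. Its log2 change was -0.88 (standard error 0.24, adjusted p = 0.149) to spheroids and -0.62 (standard error 0.24, adjusted p = 0.212) to xenografts. Between spheroids and xenografts neither gene passed the test, with log2 changes of -0.41 (adjusted p = 0.311) for TPX2 and 0.26 (adjusted p = 0.703) for SMC4.

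**Figure D3:**
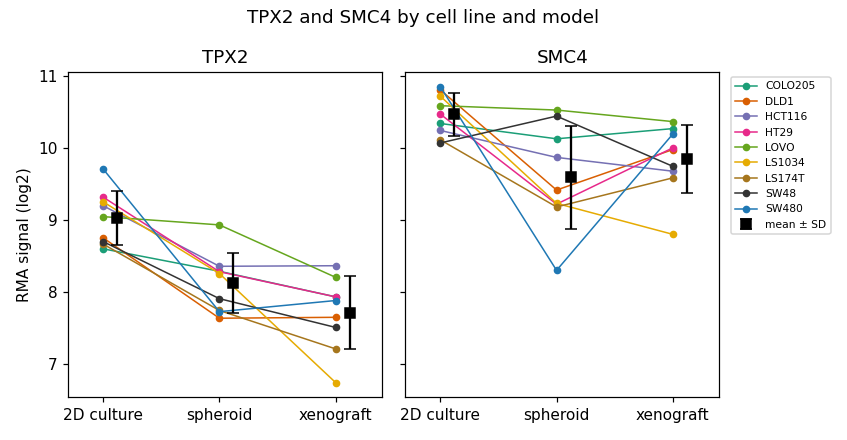
RMA signals (log2, vertical axis) of TPX2 and SMC4 in 2D cultures, spheroids and xenografts, with a coloured line per cell line and black squares for the mean and SD of 9 lines. Mean TPX2 goes from 9.03 to 7.71 and mean SMC4 from 10.47 to 9.84 between 2D cultures and xenografts.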

Decreasing pattern of gene expression within the model associated with lower expression in the tumor and normal samples was found in genes such as TPX2 and SMC4. These genes are involved in cell division processes, thus reflecting the higher proliferation rate of cell lines growing on a monolayer. 

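Of 36 genes of mitosis, 15 were lower in xenografts than in 2D cultures and none was higher (28 lower when adjusted over the list alone), with a median log2 change of -1.06. KIF20A and the mitotic kinase gene PLK1 fell by 1.95 and 1.69 on the log2 scale. Of 32 genes of DNA replication, 9 were lower (21 adjusted over the list alone), with a median of -0.76. DTL, which marks replication factors for degradation, had a log2 change of -1.23 and GINS1, a subunit of the replicative helicase, of -1.21. From 2D culture to spheroid no member of either list passed the test over all probe sets, and the medians were -0.49 and -0.33 (10 lower and 1 higher for mitosis and 5 lower for DNA replication when adjusted over the list alone). By camera with a preset correlation the lists were lower in xenografts than in 2D cultures with adjusted p of 1.47e-30 and 5.24e-21, and their adjusted p was 0.0942 and 0.297 with an estimated correlation. By fry in limma, which does not set a list against other genes, adjusted p was 0.00591 and 0.04585. With array date as a fixed block neither list passed by fry (adjusted p = 0.599 and 0.779). The SW480 spheroid and the LS1034 xenograft, whose array medians were the highest, had mitosis medians of -1.94 and -2.32 against 2D culture.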

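SNORD104, a C/D box small nucleolar RNA that guides methylation of ribosomal RNA, had mean log2 signals of 8.25, 9.41 and 9.73 in 2D cultures, spheroids and xenografts (n = 9 lines each). It was higher in xenografts than in 2D cultures by 1.48 (standard error 0.22, adjusted p = 0.00115, limma), in 9 of 9 lines. From 2D culture to spheroid its log2 change was 1.16 (adjusted p = 0.065) and from spheroid to xenograft 0.32 (adjusted p = 0.584). Of 152 C/D box snoRNA probe sets, 9 were higher in xenografts than in 2D cultures and none was lower, with a median change of 0.07. SNORD63 rose by 2.12, in 8 of 9 lines. With array date as a fixed block the log2 change was 0.20 for SNORD104 and -0.50 for SNORD63, and neither passed the test (adjusted p = 1 each). Of 74 H/ACA box snoRNA probe sets, 12 were higher, with a median of 0.36, among them SNORA72 with 1.74. The adjusted p of these lists was 0.59 and 0.34 with an estimated correlation, and 0.244 and 0.0451 by fry in limma. Normal and tumor tissue were not analysed here.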

There were also genes such as SNORD104 whose expression increased from cell lines to tumors, but decreased from tumors to normal tissue, which might point to a tumorigenicity factor. In some cases, gene expression increased within the model, but decreased towards the clinical samples, suggesting the involvement of pure model-specific expression. 

### 3.3. Luciferase Expressing Cell Lines and Their Derived Spheroids and Xenograft Tumors Represent the Main Subtypes of CRC According to the CMS Classification

Next, the CRC models were characterized according to the CMS classification using the CMScaller [21]. In addition, the datasets were analyzed using the CRCassigner, which was developed by Sadanandam et al. as one of the original classification systems, and which uses a cell lineage-related classification [14]. As summarized in Scheme 1, a high concordance between both classification systems could be observed. For example, xenograft tumors of SW48 and LOVO were classified as CMS1 based on the CMScaller and as Inflammatory, which is the corresponding group of the CRCassigner. The concordant CMScaller/CRCassigner classifications of the other xenograft tumors were as follows: LS1034 and SW1463–CMS2/TA (transit amplifying); HT29 and LS174T–CMS3/Goblet-like; HCT116 and SW480–CMS4/Stem-like. 

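Marker genes of goblet cells and of mesenchymal cells stand here beside the subtypes as marker values only, since the classifier templates were not used here. The mean log2 signal of 20 goblet cell genes in xenografts was 6.48 in HT29 and 8.07 in LS174T, against 4.90 ± 0.69 (SD, n = 7) in the other lines. The difference of 2.38 was the largest of 36 splits of the lines (exact permutation test, two-sided, p = 0.0278, the smallest that this design allows, with an adjusted p of 0.0556 over 6 tests). LS1034 was the highest of the others, with 6.25. The mucin gene MUC2 had 10.97 in LS174T, 6.99 in LS1034 and 3.95 in HT29. The mean of 22 mesenchymal genes in xenografts was 6.48 in HCT116 and 6.56 in SW480, against 5.61 ± 0.74 (SD, n = 7) in the other lines, and LOVO was the highest line with 7.05 (exact permutation test, p = 0.139).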

Xenograft tumors of COLO205 could not clearly be classified (FDR > 0.2), although there was a clear tendency (lowest distance) to CMS2/TA. DLD1 xenograft tumors were clearly classified as Stem-like by the CRCassigner, which correlated with the closest proximity to CMS4 (lowest distance) obtained by the CMScaller. Interestingly, the clear classification into CMS2/TA and CMS3/Goblet-like correlated well with the specific epithelial differentiation patterns observed in the corresponding xenograft tumors (see Figure 1B). This suggests that the cloned tumor cells still harbor the respective differentiation programs of their origin, which will lead to induction of differentiation processes once they are able to grow as three-dimensional tissue. Moreover, even in those tumors displaying an undifferentiated phenotype, residual signs of cellular differentiation or organization can occasionally be observed.

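The mean over the 20 goblet cell genes was also highest in HT29 and LS174T in the other models. In spheroids, the mean log2 signal of the list was 6.56 in HT29 and 7.65 in LS174T, against 4.94 ± 0.72 (SD, n = 7) in the other lines, a difference of 2.17 (exact permutation test, two-sided, p = 0.0278, adjusted p = 0.0556 over 6 tests). In 2D cultures it was 5.51 and 6.62, against 4.55 ± 0.41 (SD, n = 7), a difference of 1.51 (exact permutation test, p = 0.0278, adjusted p = 0.0556). With the 4 members whose mean signal was at least 6, p was 0.0833 in both models by the exact permutation test, and HT29 came at place 3 in spheroids, after DLD1 with 9.08, and at place 4 in 2D cultures, where COLO205 had 7.72. For HCT116 and SW480 against the other lines, the difference of the mesenchymal list was 0.54 in spheroids (exact permutation test, p = 0.417) and 0.75 in 2D cultures (exact permutation test, p = 0.167). LOVO was the highest of the other lines in both.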

Comparing the classification of the xenograft tumors with their corresponding spheroids and cell lines, a consistent classification was observed in each model of CMS2 (LS1034, SW1463), CMS3 (HT29, LS174T) and CMS4 (HCT116, SW480) (Scheme 1). Both cell lines of CMS1 (SW48, LOVO) could not be clearly classified (FDR > 0.2), but they showed the closest proximity to the CMS of the respective xenograft tumor. Notably, in the case of LOVO, the corresponding spheroid was clearly classified into CMS1. Spheroids of COLO205 and DLD1 were assigned to CMS2 and CMS4, respectively, in accordance to the characteristic of their respective xenograft tumors, but their respective cell lines showed the closest proximity to a different CMS, i.e., CMS3 for COLO205 and CMS1 for DLD1. This suggest that both models represent samples of the mixed/intermediate group, which is also supported by the data obtained with the CRCassigner (Scheme 1). Taken together, the established panel of Luc-labelled, cloned cell lines represents the heterogeneity of CRC and their derived spheroids and xenograft tumors are capable of clearly recapitulating the main subtypes of CRC according to the CMS classification. 

In a very recent study, two intrinsic epithelial tumor cell states, iCMS2 and iCMS3, were identified in colorectal tumors, which can be used to refine the CMS classification system [25]. In this dual system, iCMS3 comprises the microsatellite unstable (MSI-H) tumors and one-third of the microsatellite-stable (MSS) tumors. Interestingly, the iCMS3 MSS tumors were transcriptomically more similar to MSI-H tumors than to the iCMS2 MSS tumors. In addition, iCMS3 cancers compared to iCMS2 showed worse survival after relapse. Notably, poor prognosis CMS4 tumors were shown to contain either iCMS2 or iCMS3 epithelium, the latter being associated with the worst prognosis of all subgroups [25]. Using the specific gene sets characterizing iCMS2 and iCMS3 provided in the original study, we analyzed our models. We applied two different scores (see Section 2.3 for explanation) in order to accomplish the assignment to either of the two epithelial subtypes (Figure 3). Both of the CMS1 models, LOVO and SW48, could be classified into iCMS3, with concordance reached between both scoring approaches. Thus, they belong to the most representative group of CMS1 (Scheme 2). LS1034 and SW1463 were clearly classified into iCMS2, which is also the common epithelial type of CMS2. The CMS3 model HT29 could not be clearly assigned, since results of both scores differed (Figure 3). While it rather tends to iCMS3, it seems to harbor characteristics of both epithelial subtypes or represents an intermediate type. Most tumors of CMS3 are iCMS3 with MSS (Scheme 2). The other CMS3 model LS174T, which is MSI-H, turned out to be iCMS3 and therefore belonged to the second group of CMS3. SW480 and HCT116 were classified as iCMS2 and iCMS3, respectively, the first therefore representing one of the two large groups of CMS4, whereas the latter belongs to a small group of CMS4 with MSI-H (Scheme 2). Both intermediate models COLO205 and DLD1 turned out to be iCMS3 (Figure 3). Thus, these models clearly differ in their molecular profile. DLD1 represents the iCMS3-MSI type and combines characteristics of CMS4 and CMS1, whereas COLO205 belongs to the iCMS3-MSS type and harbors characteristics of CMS2/CMS3 tumors. 

We noticed that neither of our initially selected models represented the second main group of CMS4 tumors CMS4/iCMS3-MSS (Scheme 2). In order to find cell lines with properties of CMS4/iCMS3-MSS, we analyzed a panel of 13 CRC cell lines, which were classified as CMS4 (w/o MSI-H) in a previous study by Sveen et al. [24], using publicly available data sources. In addition, publicly available datasets from the cell lines used in this study were included for comparison. As shown in Figure 4, there was a high concordance between the luciferase expressing models created in this study and the respective datasets from publicly available data sources regarding the iCMS determination, with COLO205 as one exception. HT29 was confirmed to resemble iCMS3 better than iCMS2. Furthermore, from the 13 CMS4 cell lines, 7 could be assigned to the CMS4/iCMS3-MSS type, whereas the others were classified into iCMS2 (Figure 4). Nearest template prediction [32] was performed in addition to the scoring approach to determine the epithelial subtype, which confirmed the stated results (Supplementary Table S5). Based on these data, the well-established cell lines CaCo2, SW837 and LS123 were chosen and will be included into the panel of this study, in order to achieve and guarantee an adequate representation of the main groups of CMS4 to complete the CRC model (Scheme 2). 

Thus, including the three cell lines in preparation, the completed model comprises thirteen CRC cell lines, with four cell lines clearly representing the iCMS2 epithelial subtype (LS1034, SW1463, SW480, CaCo2), whereas seven cell lines (LOVO, SW48, LS174T, HCT116, DLD1, SW837, LS123) clearly belong to the iCMS3 subtype. The cell lines COLO205 and HT29 seem to represent intermediate types with a similarity to iCMS3. Furthermore, Joanito et al. demonstrated that one of the defining features of iCMS2 was the enrichment in copy number variations (CNV), whereas iCMS3 tumors were diploid or showed infrequent and inconsistent CNV [25]. Data regarding CNV of the cell lines could be found in the study of Berg et al., presented as a percent of the genome affected by copy number aberrations [23]. According to these analyses, CNV is consistently high in the iCMS2 cell lines LS1034, SW1463, SW480 and CaCo2 with 42%, 27%, 38% and 47%, respectively, whereas it is low in the iCMS3 cell lines LOVO, SW48, LS174T, HCT116 and DLD1 with 9%, 10%, 9%, 7% and 8%, respectively. Regarding CNV, COLO205 (45%) and HT29 (43%) clearly show features of iCMS2 confirming their nature as intermediate types harboring characteristics of both epithelial subtypes. Thus, the prevalent iCMS2–iCMS3 dichotomy in CRC as well as the occurrence of intermediate types, as reported by Joanito et al., is reproduced in the cell line models. Interestingly, for three out of the seven cell lines representing the specific CMS4/iCMS3-MSS subgroup of CMS4 tumors (Figure 4) data regarding CNV were available in the study of Berg et al. [23], which revealed a rather high CNV, with 18%, 48% and 30% for C11, COLO678 and SW837, respectively. Together, this shows an inconsistent CNV among iCMS3 cell lines, which is in accordance with the inconsistent CNV among the whole group of iCMS3 tumors, as reported by Joanito et al. [25].

### 3.4. Establishing a Bioluminescence Based Cytotoxicity Assay for Spheroid Models

The combined data show that tumor spheroids are more suited to be compared to xenograft tumors in regards to characteristics of patient tumors in comparison with the respective cell lines, making them useful models for preclinical drug research. Taking advantage of the endogenous luciferase expression in these models, we set up a bioluminescence-based cytotoxicity assay in order to be able to perform dose–response relationship studies in analogy to typical monolayer assays. In order to determine the optimal assay conditions, we first studied the growth kinetics of each spheroid model in order to prove the expected correlation between cell amount and signal intensity as an important prerequisite. A direct correlation between spheroid mass and signal intensity was confirmed in freshly formed spheroids. However, a near linear growth kinetic in growing and compacted spheroids is highly dependent on the amount of cells seeded at the start of the experiment. The relative decrease in signal intensity in growing spheroids can be explained by their typical characteristics such as the induction of oxygen and nutrient gradients leading to hypoxia, acidosis and heterogeneous cell growth, with proliferating cells at the rim area, and less proliferating/differentiated or even apoptotic/necrotic cells in the core area [35,36,37]. The characteristic decrease in signal intensity during spheroid growth was observed in each model to a different extent requiring a cell line-specific cell amount to be seeded at the start of the assay (see Section 2.2).

Applying the established assay, we studied the efficacy of oxaliplatin in the spheroid models of the whole panel. Oxaliplatin treatment induced a dose-dependent inhibition of spheroid growth and resulted in a typical dose–response pattern. Next, IC50 values were calculated and compared with existing data obtained from monolayer assays. This revealed clear differences throughout the whole panel (Table 1). In general, seven of the ten used cell lines showed a significantly reduced response to oxaliplatin, and thus a significant increase in IC50 values, when comparing the monolayer model with the spheroid model. This effect is of particular relevance considering that the spheroid assay comprises a prolonged drug treatment of 7 days compared to the monolayer assay (4 days). The alterations in IC50 values also resulted in a different sensitivity pattern within the panel. For example, on the monolayer level, SW1463, LS174T, LOVO and SW48 cells represented the most sensitive cell lines. However, the latter two turned out to be less sensitive in our assay on the spheroid level (LOVO: 0.13 -> 0.37; SW48: 0.08 -> 0.49), whereas the first two remained the most sensitive towards oxaliplatin treatment, indicated by their comparably low IC50 values (Table 1; SW1463: 0.09 -> 0.10; LS174T: 0.11 -> 0.18). The differential gain in resistance cannot be simply explained by the differential spheroid morphology, so that, for example, higher compactness leads to hindered drug penetration. For instance, COLO205 has the greatest increase in IC50 value in the 3D spheroid model, but forms the least compacted spheroids, whereas the spheroids of sensitive SW1463 and LS174T are very dense and compact. This suggests that the differential oxaliplatin sensitivity is instead determined by molecular mechanisms.

### 3.5. Analyzing Response to Oxaliplatin in Nude Mice Xenograft Tumors

We next questioned to what extent the different in vitro sensitivity of spheroids, represented by their specific IC50 value, can predict a specific response towards oxaliplatin treatment in vivo. We therefore analyzed the impact of an oxaliplatin therapy in selected xenograft models (Figure 5). Clear response to oxaliplatin resulting in a substantial tumor growth inhibition over time could only be observed in the SW1463 model. A reduced yet still moderate overall tumor growth inhibition was achieved in the LS174T model. Tumors of the models LOVO, SW48 and HCT116 were completely resistant to oxaliplatin treatment. These results confirmed the lack of oxaliplatin sensitivity of LOVO and SW48 models, which was assumed based on the analyses in the spheroid model. Together, the presented findings suggest that IC50 values above 0.2 µM in the spheroid assay may predict a lack of response to oxaliplatin treatment in the xenograft model. The only selective activity of oxaliplatin within the model reflects the low overall therapeutic activity of this drug as a single agent in CRC. 

### 3.6. Identification of CAV1 as a Putative Marker of Oxaliplatin Resistance

Based on the proven oxaliplatin resistance, we performed analyses of differentially expressed genes comparing the xenograft tumors of SW1463 and LS174T with those of LOVO, SW48 and HCT116 in order to find targets associated with the differential oxaliplatin sensitivity. 

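The arrays of LOVO, SW48 and HCT116, whose xenografts were resistant to oxaliplatin, were compared with the array of LS174T in each model. The paper counts LS174T as sensitive, with a moderate inhibition of tumor growth. SW1463, the only model with a clear response in the paper, was not analysed here, so that the sensitive arm is 1 line. Its spread is assumed to be that of the 3 resistant lines, and an exact permutation test of 3 arrays against 1 cannot give a p under 0.25. The thresholds of Table S6 were used, a fold above 3 with an unadjusted p under 0.001 in xenografts and 2D cultures and under 5e-05 in spheroids (limma). The spheroids of the 3 resistant lines were grown with 10 µg/ml collagen I and harvested on day 12, and those of LS174T without collagen on day 7, so that growth conditions and response cannot be told apart in spheroids. The array of LS174T shares no array date with those of the resistant lines in spheroids or xenografts, and shares one with LOVO and SW48 in 2D culture.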

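CAV1, which encodes the scaffold protein of caveolae, had a mean log2 signal of 9.94 ± 0.77 (SD, n = 3) in the resistant xenografts of HCT116, LOVO and SW48 and of 3.83 in LS174T. The log2 difference was 6.11 (standard error 0.65), a fold of 69.0, with an adjusted p of 0.452 by limma. The LS174T signal lies near its array median of 3.57 and signal over background could not be judged, so that the fold is a lower bound if that signal is background. Among the higher named genes past the thresholds it came after the amino acid transporter gene SLC38A5, with a log2 difference of 6.40, and before IFI44L, an interferon response gene, with 5.92. Past the thresholds were 209 probe sets, of which 21 were higher in the resistant lines and 188 in LS174T. At an adjusted p under 0.05 there was none by limma and at an unadjusted p under 0.05 there were 5266, fewer than the 6788 expected by chance, and 135.8 are expected by chance at the unadjusted threshold of Table S6 alone. The genes higher in LS174T included the immunoglobulin receptor gene PIGR, with a log2 difference of -7.32, the mucin gene MUC2, with -6.65, and the trefoil peptide gene TFF3, with -5.24. All 107 entries of Table S6 for xenografts had the paper's direction here and 29 passed the thresholds. The paper lists them from these arrays together with SW1463, so that they are not independent evidence. Leaving out 1 resistant line gave 62 probe sets without HCT116, 114 without LOVO and 394 without SW48, and CAV1 was then not past the thresholds without HCT116, with a log2 difference of 5.78, or without LOVO, with 6.01. Among probe sets with a mean of at least 6, 8 passed.

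**Figure D4:**
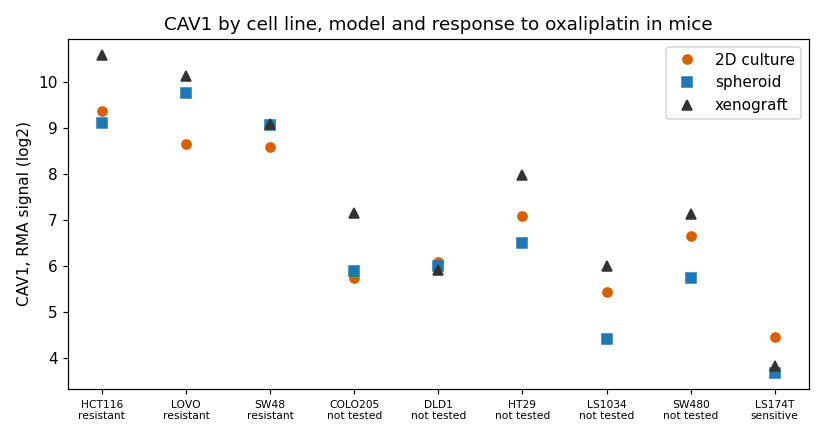
CAV1 signal (RMA, log2, vertical axis) in 2D culture (circles), spheroid (squares) and xenograft (triangles) of each cell line, ordered by response to oxaliplatin in mice, with 1 array per point. LS174T is lowest in each model, with 3.67 in the spheroid.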

CAV1 (caveolin 1) was identified as the top-ranked gene with a 400-fold increased expression in resistant vs. sensitive xenograft tumors, (Supplementary Table S6). Furthermore, CAV1 turned out to be the top-ranked gene (375-fold) when performing the same analyses using the spheroid models. 

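In spheroids, CAV1 was 9.30 ± 0.40 (SD, n = 3) in the resistant lines and 3.67 in LS174T, a log2 difference of 5.64 (standard error 0.42, adjusted p = 0.0203, limma) and a fold of 49.7, a lower bound if the LS174T signal, near its array median of 3.61, is background. GNAI1, which encodes an inhibitory G protein subunit, stood above it with 6.61, and CD109, a surface protein gene, below it with 5.43. Past the thresholds were 126 probe sets, 24 higher in the resistant lines and 102 in LS174T, and 110 of them at an adjusted p under 0.05. The cancer-testis antigen genes GAGE12F and GAGE1 were lower in the resistant lines, with -8.96 and -7.58, and so were TFF3, with -6.83, and AGR3, with -6.91. The respiratory chain gene NDUFA13, with -3.95, and the myosin light chain gene MYL6, with -4.14, were lower too. From 2D culture to spheroid, MYL6 had a mean log2 change of 3.42 in the lines grown without collagen, LS174T among them. In the collagen lines it had -0.10 (adjusted p = 0.182, limma), so that its difference cannot be told apart from growth conditions. The count was 62 without SW48 and 525 without LOVO, 78 with the spread taken from 9 lines, and 20 among probe sets with a mean of at least 6.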

In the 2D models, CAV1 was the second listed gene with a 280-fold increased expression in resistant cells. This suggests that a possible CAV1-associated mechanism of oxaliplatin resistance is based on cell intrinsic characteristics in one part, but is further supported under 3D growth conditions. 

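In 2D cultures, CAV1 was 8.87 ± 0.44 (SD, n = 3) in the resistant lines and 4.45 in LS174T, a log2 difference of 4.41 (standard error 0.38, adjusted p = 0.0482, limma) and a fold of 21.3, where the array median of LS174T was 3.58. It was the 10th of the higher named genes past the thresholds, which SLC38A5, with 6.05, and the secreted protein gene DMKN, with 6.03, led. Past the thresholds were 347 probe sets, 81 higher in the resistant lines and 266 in LS174T. Lower in the resistant lines were PIGR, with -7.06, and the detoxifying aldo-keto reductase genes AKR1C1, with -6.37, and AKR1B10, with -5.38. At an adjusted p under 0.05, 71 passed, and 48 passed among probe sets with a mean of at least 6. On the array date that LS174T shares with LOVO and SW48, CAV1 was 4.45 in LS174T, 8.64 in LOVO and 8.58 in SW48. Among the lines not treated in mice, CAV1 in 2D culture ranged from 5.43 in LS1034 to 7.09 in HT29. From the high CAV1 level in each model, the paper proposes that a mechanism tied to CAV1 is in part intrinsic to the cells. It also proposes that growth in 3 dimensions adds to it. From 2D culture to spheroid, the resistant mean went from 8.87 to 9.30, with a rise in LOVO and SW48 and a fall in HCT116. LS174T went from 4.45 to 3.67, near its array median of 3.61, so that its fall also widens the difference.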

Interestingly, CAV1 has already been linked with drug resistance in general [39] as well as specifically in CRC [40,41,42]. Therefore, further analyses to explore the role of CAV1 in CRC especially with regard to oxaliplatin-containing chemotherapy are worth performing. 

## 4. Discussion

Cancer is among the world’s greatest health problems and one of the leading causes of death worldwide [7]. Since cancer itself is a very heterogeneous and still often poorly understood disease, both from a clinical and a biological perspective, more research is necessary to improve the prevention and treatment of this deadly disease. Cancer cell lines are important and useful tools used especially in preclinical cancer research and drug discovery due to their availability and comparability amongst others [1]. Due to the heterogeneity of cancer and many new discoveries in the area of targeted medicine, the emphasis on treatment stratification is as high as ever before. Therefore, preclinical research needs to establish models, which are able to reproduce the distinct molecular patterns of in vivo tumors in vitro based on standardized cancer cell lines. Promising research was conducted on this topic in recent years, showing the potential of cancer cell line models [5,6]. 

As CRC is both a leading cause of cancer mortality as well as a very diverse and poorly understood disease, establishing an aforementioned model is of utmost importance, in order to improve preclinical research with the aim of improving therapeutic options. Previous research has already suggested that CRC cell lines have the potential to be used as representative models [9]. The CMS classification established a consistent CRC classification system, dividing CRC into several subgroups with different patterns and properties [17]. Several studies have demonstrated significant differences concerning outcome and efficacy of chemo- and targeted drug therapy connected to the different molecular subtypes [24,43,44,45,46,47,48]. Interestingly, the molecular stratification of CRC is far from finished as recent work has described the existence of two intrinsic epithelial tumor cell states, iCMS2 and iCMS3, in colorectal tumors, therefore further refining the CMS classification [25]. The so-called IMF-classification was introduced, which is based on the discovered dichotomy of malignant epithelial cells, as well as the microsatellite status and the occurrence of fibrosis inside the tumor tissue [25]. 

Our panel of luciferase-labeled, cloned CRC cell lines was able to robustly recapitulate the main subtypes of CRC based on the CMS classification in the majority of cases, both in the spheroid as well as in the mouse xenograft model and to lesser extent in the monolayer model. The results for the cell lines were in accordance to the results obtained for the wild-type cell lines in previous reports [23,24]. Further characterization of the models applying combined CMS/iCMS classification including MSS/MSI status revealed the lack of representation of the specific CMS4/iCMS3-MSS subgroup of CMS4 tumors, requiring the complementation with further cell lines. Thus, including the three cell lines in preparation, the completed model comprises thirteen CRC cell lines, which represent the main subtypes of the confined CMS classification integrating the iCMS2–iCMS3 dichotomy (Scheme 2), but also different intermediate types. Therefore, the heterogeneity of CRC is reproduced in the cell line-derived models. 

The combined data showed that 3D-spheroid cultures resemble xenografts more closely than 2D-cultured cells do regarding primary tumor characteristics, which can be expected. While unrestrained proliferation is the main task for cancer cells in monolayer models, three-dimensional growth now requires cell–cell interactions and the establishment of a tumor microarchitecture [49]. This notion is supported by our finding that two genes, TPX2 and SMC4, both essential proteins involved in mitosis and cell division, are among the genes which are downregulated in the xenograft and spheroid model, when compared to the 2D monolayer model, whereas JUN, FOS and DUSP1, genes with a role in differentiation processes, were among the most upregulated genes [50,51]. JUN and FOS are part of the transcription factor AP-1, which plays an important role in cell growth and the differentiation and overexpression of these two proteins leads to an increased expression of other oncogenes in several cancer entities [52,53,54]. DUSP1 on the other hand plays a role in carcinogenesis, tumor progression and response to anti-cancer treatment, as expression of DUSP1 is essential for the resistance of lung cancer cell lines to cisplatin treatment [55,56]. In addition, small nucleolar RNA SNORD104 was identified as a marker whose expression increased from cell lines to tumors, but decreased from tumors to normal tissue, which might point to a tumorigenicity factor in CRC. Interestingly, in a recent report, the overexpression of SNORD104 was shown to promote endometrial cancer growth in preclinical models in vivo and in vitro [57]. Furthermore, SNORD104 was among a marker panel identified as a novel snoRNA expression signature associated with overall survival in patients with lung adenocarcinoma [58]. Therefore, further investigation to explore the role of SNORD104 in CRC is worth performing.

Tumor spheroids are useful in vitro models and are also an easier, cheaper and faster way to create a three-dimensional preclinical model compared to mouse xenograft tumors [26,27]. Recent studies conducted on spheroids also showed the ability of this three-dimensional model to improve preclinical research in the fields of drug discovery, drug penetration, tumor metabolism and tumor migration, among others [59,60,61,62]. Furthermore, recent research by Koch et al. showed differences in the chemo- and radioresistance of four established CRC cell lines between a two-dimensional monolayer and a three-dimensional spheroid model [63]. This is in accordance with our observation regarding the different sensitivity to oxaliplatin. Thus, the establishment of a three-dimensional structure and the associated mechanisms may play a role in the development of chemotherapeutic resistance, a common problem for CRC patients, as CRC is capable of a vast number of mechanisms to achieve chemotherapeutic resistance leading to a worse outcome for patients [64]. However, the spheroid model, of course, has limitations when compared to an in vivo tumor, as the first grows in artificial medium and completely lacks the possibility of an interaction between tumor cells and cells of the tumor stroma or the immune system. Mouse xenograft tumor models contain stromal components and a residual immune system, albeit of murine origin, is present even in athymic mice making it an even more realistic clinical model. Nevertheless, our in vitro spheroid model was able to predict a lack of response to oxaliplatin treatment in vivo. CAV1 was identified as a possible marker for oxaliplatin resistance based on analyses in xenograft tumors, which could be completely reproduced in the spheroid models further confirming the usefulness of the in vitro 3D model.

Analysis of the differential oxaliplatin sensitivity with respect to the molecular subtypes represented by the models revealed some interesting clues. For example, a subset of patients with CMS2 featured tumors benefited from oxaliplatin containing chemotherapy regimen compared to other subtypes in the adjuvant setting [48]. Accordingly, only one of our two CMS2 models (SW1463) turned out to be sensitive to oxaliplatin treatment. Furthermore, meta analyses of results of further clinical studies, summarized in Ten Hoorn et al. [46], revealed an overall inferior effect of oxaliplatin-containing therapy compared to irinotecan-based therapy in all other groups than CMS2 in the metastatic setting, with a clear superior effect of the latter in CMS4 tumors. Regarding the iCMS2-iCMS3 dichotomy, a difference in sensitivity to the single drugs, 5-fluorouracil, SN38 and oxaliplatin, in representative models was found to be not significant [25]. Accordingly, among our two oxaliplatin-sensitive models, one was iCMS2 (SW1463) and one iCMS3 (LS174T). In addition, Joanito et al. evaluated two sets of genes whose expression was correlated with drug response [25]. Interestingly, gene sets positively correlated with drug sensitivity to FOLFOX regimen were upregulated in iCMS2 cells and genes correlated with drug resistance were downregulated, whereas iCMS3 cells showed patterns of up- and downregulation suggesting responsiveness to FOLFIRI [25]. This is in accordance with the observations mentioned above, since almost all CMS2 tumors are composed of iCMS2 epithelium, whereas almost all CMS1, almost all CMS3 and half of CMS4 tumors harbor iCMS3 epithelium (see Scheme 2). Together, this confirms the predictive value of specific subtyping of CRC.

## 5. Conclusions

With our work we aimed to establish a combined 2D/3D, in vitro/in vivo model system capable of representing the heterogeneity of CRC with regards to the molecular subtypes, and allowing bioluminescence imaging-assisted analyses. Our work has also shown that spheroid models do exhibit a higher similarity towards xenograft tumors compared to monolayer models both in terms of expression patterns as well as in terms of response to drug treatment due to the establishment of a three-dimensional structure and the associated mechanisms. Although spheroids do not completely resemble the heterogeneity found inside xenograft and human tumor samples, they are very solid models, especially considering their easy manageability and availability in comparison to xenograft models, with a stronger validity when, for example, performing drug screening studies.

## Figures and Tables

**Figure 1:**
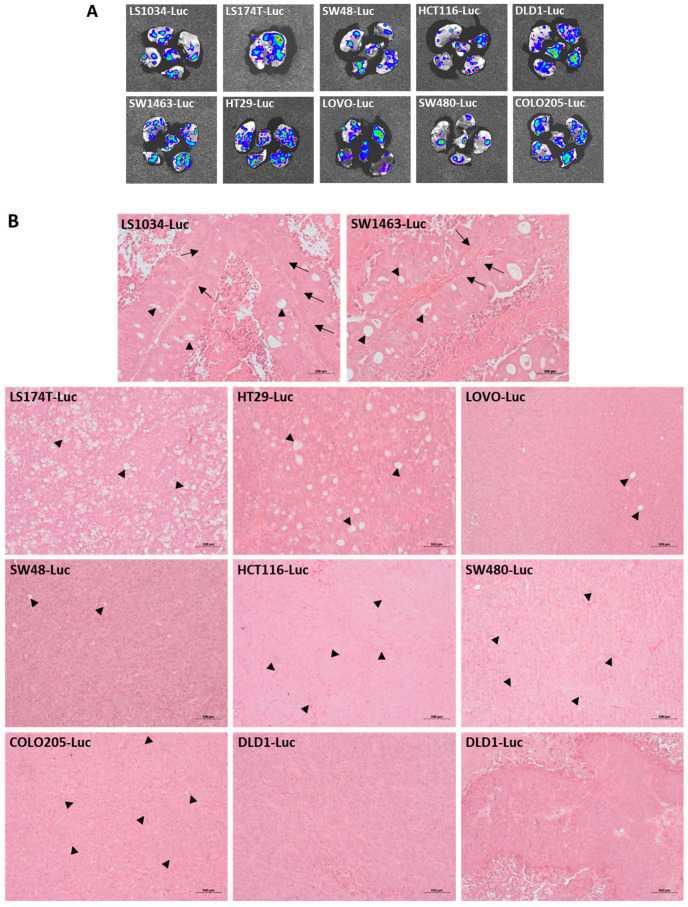
Characteristics of subcutaneous xenograft tumors generated from luciferase expressing CRC cell line clones. (**A**): Lung metastasis analyzed by bioluminescence imaging ex vivo; (**B**): histological examination of tumors after HE staining showing different histological phenotypes. LS1034-Luc and SW1463-Luc: Well differentiated; display of colonic mucosa-like structures with arranged columnar epithelial cells (arrows), as well as goblet cells (arrowheads). LS174T-Luc and HT29-Luc: Occurrence of pronounced goblet cell differentiation (arrowheads). LOVO-Luc and SW48-Luc: Undifferentiated; scattered goblet cells (arrowheads). HCT116-Luc and SW480-Luc: Undifferentiated; high density of small capillary structures (arrowheads). COLO205-Luc: Undifferentiated; high content of mitotic figures (arrowheads). DLD1-Luc: Predominantly undifferentiated (below middle); residual tendency of cellular organization (below right). (Scale bar: 100 µm). For higher resolution display, see original images (Supplementary File S1).

**Figure 2:**
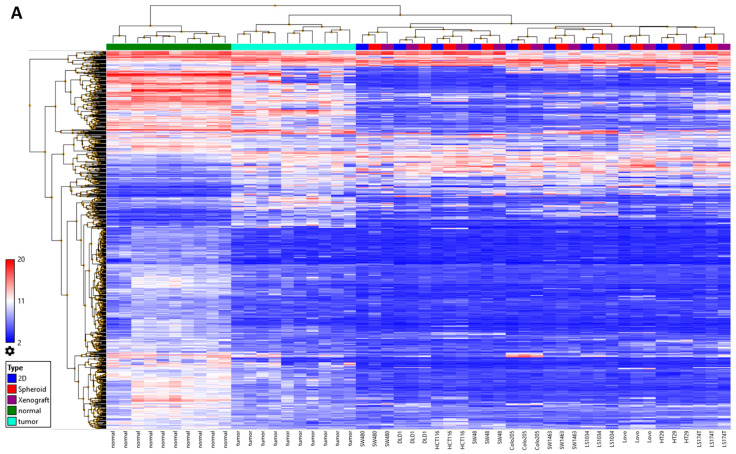

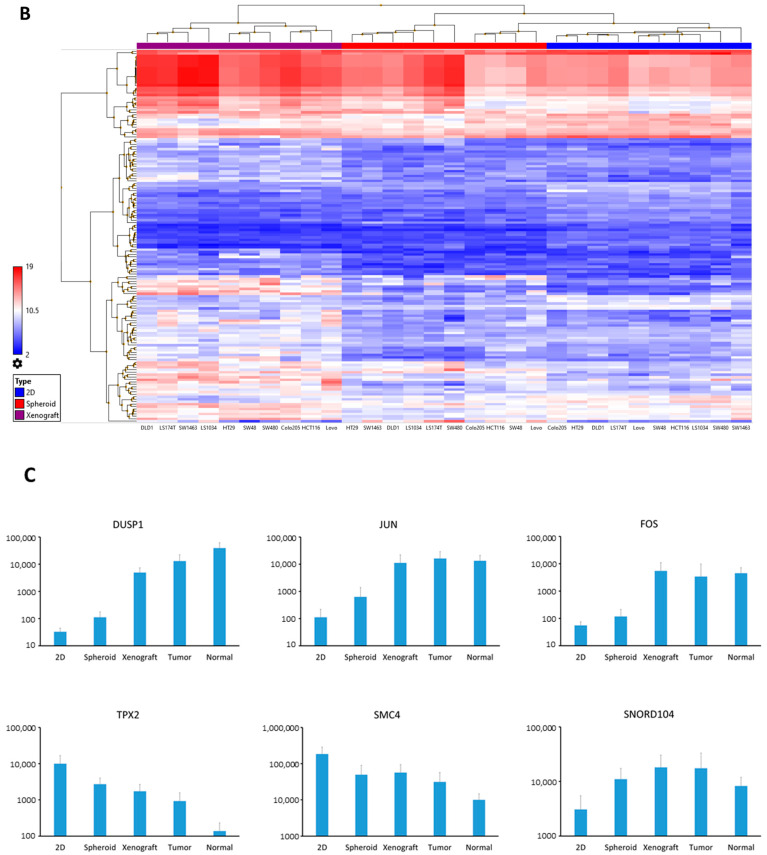
Transcriptomic gene expression and analyses of relationship between cell lines, spheroid and xenograft tumors compared to tumor and normal tissue samples. (**A**): Hierarchical cluster analysis focusing on cell line-specific genes and differences between tumor and normal tissue samples (for parameters see Section 2.3); (**B**): hierarchical cluster analysis focusing on differences among the preclinical model systems (for parameters see Section 2.3); (**C**): examples of genes with model-dependent increasing or decreasing expression pattern compared to tumor and normal tissue samples. Presented are signal intensities. Microarray raw data were analyzed and normalized using the RMA algorithm as indicated in the Materials and Methods section (Section 2.3).

**Scheme 1:**
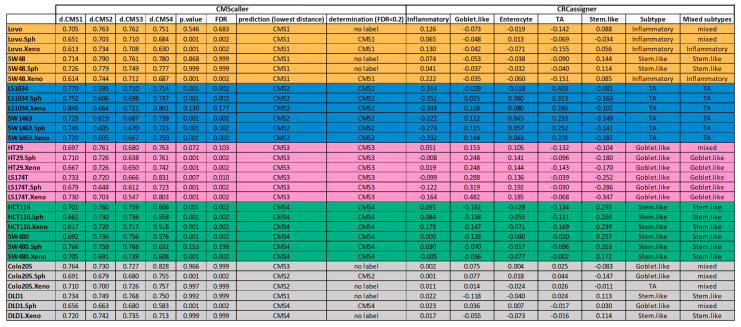
Molecular classification of cell lines, spheroids and xenograft tumors using the CMScaller [21] and the CRCassigner [14].

**Figure 3:**
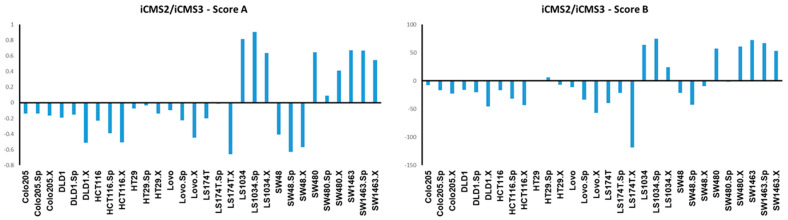
Determination of the intrinsic epithelial subtype iCMS2 vs. iCMS3. (values > 0 means iCMS2 assignment, values < 0 means iCMS3 assignment). Sp: spheroid; X: xenograft tumor.

**Scheme 2:**
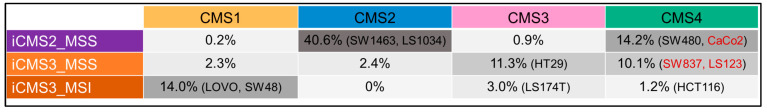
Assignment of the cell models applying combined CMS/iCMS classification. The data of the table are from the original study by Joanito et al. [25] showing the percent distribution of subtypes among colorectal cancer, and were complemented with the model names. Red marked cell lines are in preparation for completion of the CRC model.

**Figure 4:**
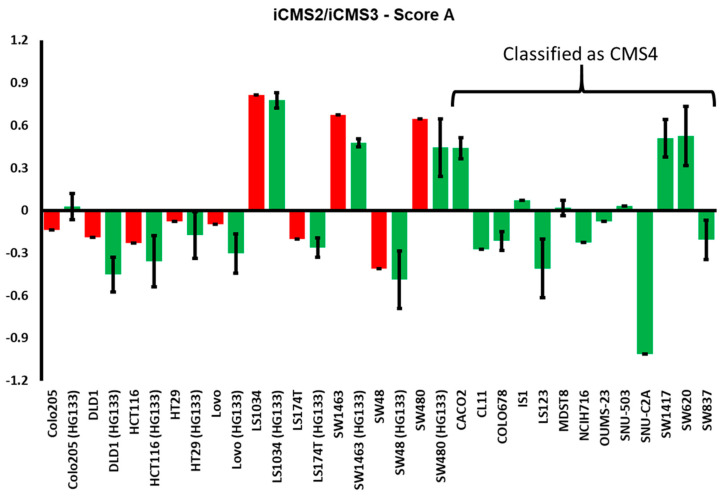
Determination of the intrinsic epithelial subtype iCMS2 vs. iCMS3. (values > 0 means iCMS2 assignment, values < 0 means iCMS3 assignment). Red bars: Cell line models characterized in this study. Green bars: Datasets from public databases (see Section 2.3). Cell lines marked by bracket were classified as CMS4 in a previous study by Sveen et al. [24].

**Figure 5:**
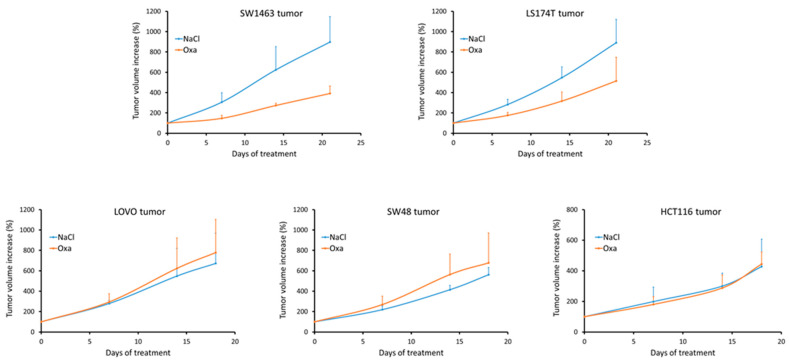
Antitumor activity of oxaliplatin in nude mice xenograft tumors of SW1436, LS174T, LOVO, SW48 and HCT116. Mice were treated with NaCl (control) or oxaliplatin (8 mg/kg BW) on days 0, 7 and 14. The tumor volume increase relative to the start of treatment on day 0 is shown, as mean values ± SD (*n* = 4, LS174T, LOVO, HCT116; *n* = 3, SW1463, SW48).

**Table 1:** Oxaliplatin specific IC50 values (µM) ± SD obtained from cytotoxicity assays performed in the monolayer- and the spheroid models and analysis of differences. (Monolayer data are from own previous studies [38]). (*: *p* ≤ 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001, ns: not significant).

Cell Line	Mean Monolayer	SD Monolayer	Mean Spheroid	SD Spheroid	*p*-Value	Significance
LOVO	0.13	0.02	0.37	0.09	0.0009	***
SW48	0.08	0.00	0.49	0.12	0.0005	***
LS1034	0.30	0.05	0.37	0.14	0.3537	ns
SW1463	0.09	0.04	0.10	0.03	0.7680	ns
HT29	0.26	0.04	2.12	0.97	0.0053	**
LS174T	0.11	0.04	0.18	0.04	0.0778	ns
HCT116	0.24	0.01	1.39	0.33	0.0003	***
SW480	0.43	0.12	2.40	0.95	0.0035	**
COLO205	0.27	0.12	12.44	6.77	0.0159	*
DLD1	2.02	0.36	4.10	0.84	0.0012	**

## Data Availability

The datasets used and/or analyzed in the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15164122/s1, Supplementary File S1: HE stains-original images; Supplementary Table S1: cluster cell line plus tumors vs. normal_749 genes; Supplementary Table S2: model_152 genes_with tumors and normal; Supplementary Table S3: Pearson correlation_2D-Sph-Xeno; Supplementary Table S4: model_51 genes_with tumors and normal; Supplementary Table S5: iCMS determination by NTP; Supplementary Table S6: DEG analyses_Oxa res. vs. sens._2D-Sph-Xeno.

How the deposited data were processed for this re-analysis (not part of the article)

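RNA of 9 luciferase-labelled colorectal cancer cell lines was measured on Clariom D arrays in 3 models, 2D culture, spheroid and xenograft tumor, with 1 array per line and model. The authors made the values with the RMA algorithm in the Transcriptome Analysis Console 4.0, as their methods and the submitters' processing notes state, and deposited log2 signals per probe set. Which arrays were normalized together, the options of RMA and the annotation build are not given in the sources used here. The deposited signals are not identical in distribution between arrays. The supplementary tables carry signals of a related method on a wider scale. Over 51 probe sets of Table S4 and 27 arrays, differences from the probe set mean in the tables and in the deposited values correlate with r = 0.967 and a slope of 1.62, and each array matched its own column best in 27 of 27 cases. Over the first 647 of the paper's 749 probe sets of Table S1, 21 of 21 arrays matched their own column and the slope was 1.52. No overlap or set test was run on Table S1.

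Probe sets were named through the platform annotation, in which 36176 probe sets have a single symbol, for 33616 genes, 1119 have several and 98455 have none. Of the single symbols, 25516 were matched by gene identifier to a RefSeq gene table, which changed no symbol. A gene with several probe sets was represented by the one with the highest mean over all arrays. The analyses ran in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Models were compared with lmFit and eBayes over all 27 arrays with the cell line as a block, which leaves 16 residual degrees of freedom, two-sided, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. The lines pair the arrays because the same line was grown in each model. The correlation of the deviations of paired arrays was between -0.0145 and 0.558, with a median of 0.302, and above 0.1 in 23 of 27 pairs. Each model of a line is 1 array of pooled or single material. In fits with the line as a block, p-values thus measure how a change between models varies from line to line. Array noise and array date are part of that spread. Signal over background could not be judged because detection values were not used here, and the number of arrays limits the precision.

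The filter of the study was repeated with an F-test without block at an adjusted p under 0.01 and linear folds of 1.5 and 2. The methods write these as log2 changes, which was run as an alternative. Correlations within lines were tested by exact sign flips over 9 lines. Differences between collagen lines and others used exact permutation over 126 splits for single values and a limma interaction for probe sets. Resistance was compared by limma on 4 arrays per model at the thresholds of Table S6. CAV1 in spheroids was set against the paper's IC50 values and the colonocyte list by exact permutation, over 9 lines and within array dates, and against IC50 in pairs of lines. Named genes were fixed by a rule. In each comparison of models it takes the 8 higher and 8 lower genes with the largest log2 change among probe sets past the threshold that have a single symbol from a gene table, with AceView-only names left out, and that changed the same way in all 9 lines. It adds the 2 members with the largest change past the threshold in each list and up to 2 members that did not pass, and every gene the paper names (DUSP1, JUN, FOS, TPX2, SMC4, SNORD104 and CAV1). For resistance it takes, per model, the 5 higher and 5 lower genes with the largest change past the thresholds and every gene of Table S6 whose fold there is over 100. Values in Tables S1, S4 and S6 were seen before the rule was written. Genes named from the filter sets, from the collagen comparison and as single markers were named after their values were seen.

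A total of 28 gene lists were tested in 3 comparisons, 84 tests, by camera with a preset correlation of 0.01, again with an estimated correlation, and by fry. They cover immediate early and dissociation response, heat shock, hypoxia, mitosis, DNA replication, cholesterol synthesis, interferon response, antigen presentation, amino acid response, unfolded protein response, WNT targets, goblet cell, colonocyte, epithelial junction, mesenchymal, fibroblast, endothelial, leukocyte, erythroid, mitochondrially encoded, mismatch repair, platinum transport and repair, caveolae, ribosomal protein, U6, C/D box, H/ACA box and microRNA genes. The lists, the design, the named-gene rule and all alternatives but 2 were set before the data were examined, apart from the values of these arrays in Tables S1, S4 and S6. Leaving out the SW480 spheroid and the LS1034 xenograft, and a background of 1 probe set per named gene, were the 2 added after the data were seen. The alternatives were the block, the models in the fit, quantile normalization, median centring, a minimum mean log2 signal of 6, trend and robust moderation, array date as a random or fixed block, a threshold of 0.01 and each line left out. The steps were tested on simulated data with as many probe sets. In xenograft vs 2D, 6% of changes of 0.5 log2 units, 68% of changes of 1, 96% of changes of 2 and 100% of changes of 3 were recovered. In the comparison of resistant xenografts with LS174T, 76% of changes of 6 log2 units were recovered and 112 of 252 calls were wrong.

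SW1463, tumor and normal tissue, the subtype classifiers and the intrinsic subtype gene sets were not analysed here.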

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

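The splits of the lines by collagen on 2D and spheroid arrays alone, the test of growth as tumors in mice, the SDs set beside the lists of mouse cell types, the choice of SPARC and COL1A1, the tests of array date, the comparison of CAV1 with IC50 in pairs of lines and the permutation of CAV1 within array dates were chosen after the result was seen. Of 108 groups of 9 lines examined for a value far from the others, 14 held one, and 5.4 are expected by chance.

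The SW480 spheroid array had a median log2 signal of 3.94, and the other spheroids had 3.46 to 3.61. Against its 2D culture, its median change was -1.94 for the mitosis genes (-0.58 to 0.20 in the other lines), -1.61 for the DNA replication genes (-0.58 to 0.19), -1.93 for the mismatch repair genes (-0.86 to 0.17) and 0.26 for microRNA precursors (-0.14 to 0.04). From spheroid to xenograft of SW480, the median change was 0.93 for the amino acid response genes (-0.87 to 0.04 in the others) and 1.58 for the mismatch repair genes (-1.04 to 0.18). In the LS1034 xenograft, the log2 change from 2D culture was -1.92 for SMC4 (-0.83 to -0.07 in the others), with a median of -2.32 for the mitosis genes (-1.38 to -0.48), -2.13 for the DNA replication genes (-0.91 to -0.26), -1.76 for the mismatch repair genes (-0.49 to 0.20) and -1.23 for the genes of platinum transport, detoxification and repair (-0.17 to 0.45). The goblet cell genes had a median change of 1.56 from 2D culture to xenograft in LS174T (-0.08 to 0.43 in the others), and the colonocyte genes had 0.87 in HT29 (-0.15 to 0.25).

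The change from 2D culture to spheroid differed between collagen lines and the others at 1 probe set in the test of the difference. A result as large was found in 3 of 100 splits of the lines, the real one included, a share under 0.05. The highest other split gave 347, so that chance is not excluded. This is 1 probe set, and the count was 0 without COLO205, DLD1, LOVO, LS1034, LS174T or SW48 (limma, with 11413 at an unadjusted p under 0.05 over all lines), so that it is not read as a difference between the groups. On 2D and spheroid arrays alone, a result as large was found in 2 of 100 splits. The real split gave 1795 probe sets and the highest other 3654, so that chance is not excluded there either. Both highest splits place SW480 with the lines grown without collagen, which points to a structure of the samples, and the array dates of spheroids follow the collagen groups. Over all probe sets, the place of the spheroids between the 2D and xenograft centroids differed by -0.0199 between these groups, with -0.0161 ± 0.0118 (SD, n = 5) in collagen lines and 0.00383 ± 0.00942 (SD, n = 4) in the others (exact permutation test over 126 splits, two-sided, p = 0.0397). Probe sets of U6 RNA and its pseudogenes, which the paper does not discuss, had a median log2 change of 0.36 from 2D culture to xenograft, above 0 in 9 of 9 lines, with an adjusted p of 0.0175 with an estimated correlation. The median was 0.21 with array date as a fixed block, which rests on 1 date, and the list was not past the threshold (adjusted p = 0.87, fry in limma).

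With the models swapped within lines, a result as large as the 59 probe sets between spheroids and 2D cultures was found in 1 of 100 splits, the real one, and the highest other gave 9. For xenografts against 2D cultures it was 1 of 100, with 2460 in the real split and 21 in the highest other. For xenografts against spheroids it was 2 of 100, with 2092 and 10925. The split with 10925 swaps HT29, SW48 and SW480, whose xenograft arrays share a date that no other xenograft holds, so that it follows array date. With the models permuted within lines, the filters of 1.5-fold and 2-fold gave 94 and 15 probe sets in the real split, each in 1 of 100, and 0 in every other split drawn. Each of these 5 results had a share under 0.05, but the splits do not take array date into account. For xenografts against spheroids chance is not excluded, since another labelling gave more probe sets than the real one. For the others, no other split drawn gave as many. With array date as a random block the counts of the model comparisons were 0, 638 and 177 in the order given.

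Spheroids correlated more closely with xenografts than 2D cultures did on the filter set, and the paper explains this by growth in 3 dimensions. Over all probe sets the mean difference was -0.0184, with an exact sign-flip permutation p of 0.121 over 9 lines, so that the choice of probe sets that change in both spheroids and xenografts is a candidate explanation. A set with no fold asked of spheroids, though chosen by the same F-test over the models, gave 0.0415, above 0 in 8 of 9 lines (exact sign-flip permutation test, p = 0.0469). A set chosen without the line under test gave 0.103 (exact sign-flip permutation test, p = 0.0312). Both sets are still chosen on changes from 2D culture, which lowers the correlation of 2D culture with xenograft. They therefore do not argue against the choice of probe sets. A likeness shared by spheroids and xenografts stays open, since the test over all probe sets did not tell the difference from 0 in either direction.

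Immediate early genes were higher in xenografts, whose cells were dissociated and separated before RNA extraction. Mouse cells, which were depleted with a kit, stay open as a cause. The lists of fibroblast, endothelial cell and leukocyte genes rest on human probe sets. How well these detect mouse RNA was not measured, so that low medians cannot exclude mouse cells. Over lines the median change from spheroid to xenograft was -0.0811 ± 0.360 (SD, n = 9) for fibroblast genes, -0.145 ± 0.296 (SD, n = 9) for endothelial cell genes and -0.234 ± 0.375 (SD, n = 9) for leukocyte genes. Each lay below the bound of 0.307, an assumed share of the change of the immediate early list, by more than its SD. In single lines, the fibroblast medians of HCT116 and SW48 were above that bound, with 0.40 and 0.49. COL1A1, the fibroblast gene with the highest signal, 8.34, had a change of 0.50. SPARC, a stromal gene of the mesenchymal list, had 1.56 (adjusted p = 0.12, limma). Its change was 4.06 in HCT116, 3.99 in SW480, 3.00 in HT29, 2.79 in SW48, 0.79 in COLO205 and 0.68 in DLD1. It fell in LOVO, LS1034 and LS174T, where the immediate early median rose by 1.18 to 1.87. The median change of the immediate early list was larger from spheroid to xenograft than from 2D culture to spheroid by 0.900 ± 0.587 (SD, n = 9) in 9 of 9 lines (exact sign-flip permutation test, p = 0.00391), so that dissociation may account for it, where the heat shock genes, with 0.265 ± 0.548 (SD, n = 9), above 0 in 6 of 9 lines, add no support, and growth as tumors in mice cannot be told apart from it, because the number of xenografts that were not dissociated is 0. The list kept, with array date as a fixed block, a median change of 2.00 from 2D culture to xenograft, above 0 in 27 of 27 genes (adjusted p = 0.0229 over 28 lists, fry in limma), while the medians of 13 of 28 lists changed sign, which argues against array date, but only 1 date holds both models, with 1 array of each, and the goblet cell genes, which rose most in the LS174T xenograft on that date, also went to 1.85, from 0.45, so that this rests on single arrays. Array date stays open for this reason, and from spheroid to xenograft because 0 dates hold both models and a random block (adjusted p = 1.07e-64 for the list, camera in limma with a preset correlation) does not remove a shift shared by the arrays of a model.

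CAV1 was higher in the 3 resistant lines than in LS174T in each model. If CAV1 followed the spheroid IC50 of oxaliplatin across lines, the line with the higher CAV1 would have the higher IC50. Of the pairs of a resistant line with another line, 14 have IC50 values in the paper's Table 1 apart by more than their SDs. In 10 of these the line with the lower CAV1 had the higher IC50. In 4, among them the 3 pairs with LS174T, the line with the higher CAV1 had it. The resistant line had the higher CAV1 in every pair, and pairs among the other lines were not compared. The count thus sets the IC50 of 3 lines against that of the others. In the 10 pairs both lines lie above the IC50 from which the paper proposes a lack of response in mice. Over 9 lines rho of CAV1 with the IC50 was 0.0753 (exact permutation test, p = 0.854, adjusted p = 0.854 over 2 relations) and r was -0.164 (exact permutation test, p = 0.714, adjusted p = 0.714), or 0.041 without LOVO and HCT116. With the mean of the colonocyte genes in spheroids, rho was -0.583 (exact permutation test, p = 0.108, adjusted p = 0.216) and r was -0.708 (exact permutation test, p = 0.035, adjusted p = 0.0701), or -0.798 without LOVO and HCT116. On values centred within the 2 array dates that hold several spheroids (7 lines, 144 arrangements), r was -0.439 and rho -0.195 with IC50 (exact permutation test, p = 0.59 and 0.694, adjusted p = 0.59 and 0.944) and -0.303 and -0.0746 with the colonocyte genes (exact permutation test, p = 0.514 and 0.944, adjusted p = 0.59 and 0.944), so that the relation to epithelial differentiation did not hold within dates and stays open.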

How the results depend on the processing

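The alternatives without the SW480 spheroid and the LS1034 xenograft and with 1 probe set per named gene as background were chosen after the result was seen. Counts are given in the order spheroid vs 2D, xenograft vs 2D and xenograft vs spheroid, reported as 59, 2460 and 2092. They were 3, 784 and 390 at an adjusted p under 0.01. Without the replicate block they were 0 (14907 at an unadjusted p under 0.05, limma), 1350 and 1266, of which 0, 1294 and 1188 are among those reported. With array date as a random block they were 0 (9293 at an unadjusted p under 0.05, limma), 638 and 177. Array date as a fixed block gave 3 for xenograft vs 2D (5358 at an unadjusted p under 0.05, where 6788 are expected by chance) and could not be fitted for the other comparisons. On only the models compared the first and last were 752 and 158. Quantile normalization gave 166 for the first, a mean log2 signal of at least 6 gave 1152 and 988 for the others, from fewer probe sets, and without the SW480 spheroid and the LS1034 xenograft the first counts were 602 and 3731. Median centring and trend with robust moderation stayed within 1.5 times of each count, and so did the counts not given here. Leaving out 1 line gave from 3 to 176, from 1222 to 2387 and from 628 to 2319. The first was 3 without HCT116, LOVO or LS174T, 5 without DLD1, 6 without HT29, 13 without COLO205, 132 without SW480 and 176 without SW48. The second was 1222 without HT29, 1309 without SW48 and 1418 without LOVO, and the third was 628 without HT29, 786 without COLO205, 872 without DLD1 and 940 without LS174T.

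The filter of 94 probe sets gave 197 with the replicate block, 4 with log2 changes in place of folds, and 27 (LOVO left out) to 53 (LS1034 or SW480 left out), with 32 without SW48, 38 without DLD1 or HT29, 47 without COLO205 or HCT116 and 48 without LS174T. The 2-fold filter of 15 gave 35 with the replicate block, 1 with log2 changes, and 6 (HCT116 or HT29 left out) to 18 (SW480 left out), with 7 without DLD1 or LOVO. The ordered share of 83.0% was 70.6% on Table S4, 70.9% on the set with no fold asked of spheroids, and 64.2% (without LS1034) to 89.6% (without LS174T). The within-line difference of 0.0943 turned to -0.0184 on all probe sets and to -0.170 after centring on each line (exact permutation p = 0.129), and was 0.0829 to 0.0999 with 1 line left out. On the linear scale it was 0.215, above 0 in 7 of 9 lines, all but DLD1 and LS174T, and on Table S4 0.183, above 0 in 8, all but SW480. On the filter set 1 of 27 arrays had its own line nearest (permutation p = 0.111), and on all probe sets the clusters no longer followed the models, with 1 spheroid outside the cluster of most xenografts in place of 9. The collagen comparison of 1 probe set gave 1795 on 2D and spheroid arrays alone, 9 at a mean of at least 6, 5 after quantile normalization, 234 without SW480, and 0 to 234 with 1 line left out, with 0 without COLO205, DLD1, LOVO, LS1034, LS174T or SW48 and 4 without HT29 (limma, with 11413 at an unadjusted p under 0.05 over all lines).

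The resistant xenograft count of 209 was 0 at an adjusted p under 0.05 (5266 at an unadjusted p under 0.05, limma, where 6788 are expected by chance), 8 at a mean of at least 6, and 62 (HCT116), 114 (LOVO) and 394 (SW48) with 1 line left out. The spheroid count of 126 was 78 with the spread from 9 lines, 20 at a mean of at least 6, and 62 (SW48) to 525 (LOVO). The 2D count of 347 was 71 at an adjusted p under 0.05, 48 at a mean of at least 6, and 365 (SW48) to 515 (LOVO). CAV1 kept its direction in 21 of 21 alternatives and its place past the thresholds in 19, all but xenografts without HCT116 (5.78) and without LOVO (6.01). The direction could not change with the spread from 9 lines or the minimum mean, which leave the difference as it is. Nor could it with a resistant line left out, since each lay above LS174T. Quantile normalization enters as 6 of the 21. The goblet cell differences were 2.11 in 2D cultures and 3.23 in spheroids at a mean of at least 6 (exact permutation p = 0.0833 each) and 1.88 in xenografts with the median (p = 0.0556, exact permutation test), and the mesenchymal difference in spheroids turned to -0.18 at a mean of at least 6 (exact permutation p = 0.806).

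Of 84 tests of lists, 48 passed, 3 with an estimated correlation and 10 with fry. Of 420 list results under the alternatives, 295 were the same, 104 no longer passed, 3 passed only there and 18 changed direction, none of them past the threshold. Their adjusted p with fry was 0.947 for the leukocyte and erythroid genes and 0.949 for the platinum genes from 2D culture to xenograft, and 0.962 for antigen presentation from spheroid to xenograft. Without the replicate block it was 0.958 for the platinum genes in spheroids, and from spheroid to xenograft 0.969 for cholesterol synthesis and antigen presentation and 0.885 for caveolae. With array date as a random block it was 0.700 for heat shock and 0.813 for platinum genes in spheroids, 0.780 for endothelial genes from 2D culture to xenograft and 0.813 for antigen presentation from spheroid to xenograft. With the background of named genes it was 0.751 for heat shock and 0.690 for platinum genes in spheroids, 0.964 for endothelial genes from 2D culture to xenograft, and from spheroid to xenograft 0.690 for cholesterol synthesis, 0.827 for fibroblast genes and 0.936 for platinum genes. Of 1831 results of named genes, 1390 were the same, 422 no longer passed, 12 passed only there and 7 changed direction. All 7 are log2 changes from 2D culture to xenograft with array date as a fixed block, 0.40 for H2BC14, -0.85 for CAV1, -4.48 for IFI27, -0.70 for DNAJB9, 0.18 for ABCG2, -0.057 for RPS18 and -0.50 for SNORD63. The adjusted p was 1 for each, at 8 residual degrees of freedom. Apart from smaller sets of probe sets or arrays, the cause was not tested. Signal over background limits what low probe sets can show, and no detection values were used here.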

Differences from the paper's values

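The counts of 6 and 10 probe sets and the CAV1 folds on the scale of the paper's tables were chosen after the values were seen. The deposited values lie on a narrower log2 scale than the signals in the paper's tables, so that folds here are smaller. The paper's panel includes SW1463, which was not analysed here, so that counts, correlations and ranks come from unlike groups of lines.

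The filter of 1.5-fold gave 94 probe sets, and the paper's count is 152. If the paper filtered on the signals of its tables, a given fold is a stricter cut on the narrower scale here. No cut matched to the paper's scale was run, at 1.5-fold or 2-fold. Of the alternatives set before the data were examined, the F-test with the cell line as a replicate block, with 197, lies within 1.5 times of the paper's count. Log2 changes in place of folds (4), the Tukey biweight average (84), quantile normalization (88), a mean of at least 6 (82) and each line left out (27 to 53) do not. The filter of 2-fold gave 15, and the paper's count is 51. The replicate block gave 35 and lies within 1.5 times of it, and log2 changes (1), the Tukey biweight average (19), quantile normalization (13), a mean of at least 6 (18) and each line left out (6 to 18) do not. The mean rose from 2D culture to spheroid and not further at 5 probe sets here and at the paper's 3, and fell and not further at 5 here and at the paper's 18. Probe sets whose spheroid and xenograft means lie on opposite sides of 2D culture are left out of these counts, a definition that the paper leaves open. With them, a choice made after the values were seen, the counts are 6 and 10.

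The CAV1 fold of resistant over sensitive lines was 69.0 in xenografts, 49.7 in spheroids and 21.3 in 2D cultures, and the paper's folds are 400, 375 and 280, with SW1463 in the paper's sensitive group. The LS174T signal of 3.83, 3.67 and 4.45 is set against array medians of 3.57, 3.61 and 3.58, and signal over background could not be judged, so that a fold is a lower bound where that signal is background. Quantile normalization gave 64.6, 51.4 and 24.8, and neither it, the spread from 9 lines, the filter at a mean of at least 6 nor a resistant line left out brought a fold within the paper's. With the log2 differences multiplied by the slopes of Tables S1 and S4 against the deposited values, 1.52 and 1.62, the folds are 626.5 and 953 in xenografts, 381 and 560.3 in spheroids and 105 and 142 in 2D cultures. On that scale both spheroid folds and the xenograft fold with the slope of Table S1 come within the paper's by the spread between lines, and the others do not. The slopes are those of the probe sets of these tables.

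The correlation of spheroid with xenograft minus that of 2D culture with xenograft was 0.0500 in DLD1, where the paper's Table S3 gives 0.427, and 0.0577 in LS174T, where it gives 0.442. On the 51 probe sets of Table S4 these were 0.214 each, within the spread of the paper's values, and no other alternative came within it. It was 0.101 in LS1034 and 0.0492 in SW480, where the paper's values are 0.845 and 0.650, and no alternative came within the spread. It was 0.138 in SW48, where the paper's value is -0.113, and all probe sets gave -0.0189 and centring on each line -0.126. The linear scale, Table S4, the set with no fold asked of spheroids, the set chosen without the line and Spearman's rho kept the sign above 0. The mean r of 2D culture with spheroid was 0.917, and the paper's is 0.622. The linear scale gave 0.749, Table S4 0.813 and the set chosen without the line 0.872, within the spread. All probe sets, centring, the set with no fold asked of spheroids and Spearman's rho did not come within it. The mean r of 2D culture with xenograft was 0.794, and the paper's is 0.419. Of the alternatives, the linear scale came within the spread, with 0.526.

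The paper names SW48 as the exception to the closer relation of spheroids and xenografts, and here the difference was above 0 in 9 of 9 lines, SW48 included. The paper places the LOVO spheroid with those nearest to 2D cultures, as it does those of SW48, HCT116 and COLO205. On the filter set the LOVO spheroid lay nearer to the xenografts by 0.11, and those of COLO205, SW48 and HCT116 lay nearest to the 2D cultures. On Table S4 it lay nearer to the xenografts by 0.10, and the spheroid nearest to 2D cultures was that of LS1034, with -0.58, where HCT116 had -0.0216. Over all probe sets the 4 lowest differences of these distances were in the lines the paper names, with -0.0257 in COLO205, -0.0252 in LOVO, -0.0196 in HCT116 and -0.0129 in SW48. By distance to 2D cultures alone HT29, with 0.575, lay nearer than HCT116, with 0.587, and SW48, with 0.600. By fold among the higher named genes past the thresholds, CAV1 came at place 2 in xenografts, 2 in spheroids and 10 in 2D cultures, and the paper, with SW1463 beside LS174T as sensitive lines, ranks it higher in each model. The paper gives TPX2 and SMC4 a decreasing pattern through the models. Here the mean log2 signal of TPX2 was 9.03, 8.12 and 7.71 in 2D cultures, spheroids and xenografts, and that of SMC4 was 10.47, 9.59 and 9.84, lower in both than in 2D cultures, as the paper also states, but not lower in xenografts than in spheroids.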

Other observations

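The medians with array date as a fixed block were computed after the result was seen. Of 30 genes of the response to low oxygen, 2 were higher in spheroids than in 2D cultures (16 when adjusted over the list alone) and 6 in xenografts (15 adjusted over the list alone), with medians of 0.93 and 0.59 and adjusted p of 0.213 and 0.34 with an estimated correlation. By fry in limma, adjusted p was 0.0214 and 0.0451. NDRG1 rose by a log2 change of 2.31 in spheroids, in 8 of 9 lines, and ADM, which encodes a vasodilator peptide, by 2.29 in xenografts, and INSIG2 had 2.14 in spheroids (adjusted p = 0.069, limma). From spheroid to xenograft the median was -0.16. Of 57 ribosomal protein genes, whose copies share sequence, 1 was higher in spheroids (40 adjusted over the list alone) and 3 in xenografts (31 adjusted over the list alone), with medians of 0.88 and 0.63 and adjusted p of 0.34 and 0.391 with an estimated correlation. RPS28 rose by 1.26 in spheroids. Of 1230 probe sets of U6 RNA, 301 were higher and 4 lower in xenografts than in 2D cultures (557 and 12 adjusted over the list alone), and 188 were higher and 1 lower than in spheroids (401 and 5 adjusted over the list alone), where the median was 0.27 and the adjusted p 0.0527 with an estimated correlation. Copies of U6 are near-identical and do not count as separate genes. U6 RNA had a median of 0.21 with array date as a fixed block from 2D culture to xenograft (adjusted p = 0.87, fry in limma), the mitosis genes had -1.46 (adjusted p = 0.599, fry in limma) and the DNA replication genes -1.20 (adjusted p = 0.779, fry in limma).

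Of 30 interferon response genes, 3 were higher in xenografts than in 2D cultures (8 adjusted over the list alone), with a median of 0.80 and an adjusted p of 0.391 with an estimated correlation. IFI27 rose by 3.40 in 8 of 9 lines and IRF9 by 2.12. With array date as a fixed block IFI27 had -4.48, and the medians of lists from 2D culture to xenograft turned to -0.32 for interferon response, -1.01 for cholesterol synthesis, -0.24 for unfolded protein response, -0.29 for heat shock and -0.36 for ribosomal protein genes, none of them past the threshold by fry (adjusted p of 0.599 to 0.999). Of 12 unfolded protein response genes, 3 were higher (3 higher and 1 lower adjusted over the list alone), among them HSP90B1, a chaperone gene of the endoplasmic reticulum, with 1.77, and the median was 0.45 (adjusted p = 0.459 with an estimated correlation). Of 24 epithelial junction genes CLDN4 was higher, with 2.10 (2 adjusted over the list alone, median 0.31, adjusted p = 0.391 with an estimated correlation), and of 22 mesenchymal genes TGFBI, with 1.24 in 7 of 9 lines (4 adjusted over the list alone, median 0.30, adjusted p = 0.39 with an estimated correlation). Of 20 goblet cell genes REG4 was higher, with 1.13 in 8 of 9 lines (3 adjusted over the list alone, median 0.45, adjusted p = 0.34 with an estimated correlation). Of 10 heat shock genes, HSPA6 rose by 1.58 and DNAJB1 by 1.29 from 2D culture to xenograft (4 adjusted over the list alone, median 0.32, adjusted p = 0.391 with an estimated correlation). Among the genes with the largest falls from 2D culture to xenograft were also H4C5 with -2.05, H1-5 with -2.00, H2AC13 with -1.86 and H2AC4 with -1.79, each in 9 of 9 lines.

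Of 6 mismatch repair genes, EXO1 fell by 1.59 and MSH6 by 1.04 from 2D culture to xenograft (2 lower adjusted over the list alone), with a median of -0.29 and an adjusted p of 0.391 with an estimated correlation. Of 24 genes of platinum transport, detoxification and repair, 2 were higher and 2 lower (3 and 3 adjusted over the list alone), with a median of 0.03, a mean of -0.03 and an adjusted p of 0.875 in the downward direction. The lower ones were ABCG2, a drug efflux pump gene, with -1.97 in 8 of 9 lines, and BRCA1, with -1.05. ABCG2 had 0.18 with array date as a fixed block. Of 15 amino acid response genes SLC7A5 was lower, with -1.14 in 8 of 9 lines (1 higher and 1 lower adjusted over the list alone), and the median was -0.09 (adjusted p = 0.402).

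No member of the lists of cholesterol synthesis, antigen presentation, colonocyte, WNT target, mitochondrially encoded, caveolae, fibroblast, endothelial, leukocyte and erythroid genes passed limma's test over all probe sets from 2D culture to xenograft, where 19001 probe sets have an unadjusted p under 0.05. In spheroids and xenografts 20 cholesterol synthesis genes had medians of 0.69 in spheroids and 0.64 in xenografts (adjusted p = 0.391 each with an estimated correlation) and 18 antigen presentation genes had 0.49 and 0.60 (adjusted p = 0.391 each with an estimated correlation), where 4 members were higher in spheroids adjusted over the list alone. From 2D culture to spheroid 28 colonocyte genes had a median of 0.39 (6 higher adjusted over the list alone, adjusted p = 0.2 with an estimated correlation and 0.0155 by fry in limma). From 2D culture to xenograft 19 WNT target and crypt base genes had 0.16 (3 higher and 1 lower adjusted over the list alone, adjusted p = 0.286), 8 mitochondrially encoded genes -0.09 (adjusted p = 0.198) and 8 caveolae genes -0.18 (adjusted p = 0.686). Markers of stromal and blood cells had medians of 0.19 for 18 fibroblast genes (1 higher adjusted over the list alone, adjusted p = 0.428 with an estimated correlation), 0.08 for 14 endothelial genes (adjusted p = 0.941), 0.03 for 18 leukocyte genes (adjusted p = 0.875) and 0.02 for 7 erythroid genes (adjusted p = 0.952), and camera gave the last 2 a downward direction. From spheroid to xenograft the leukocyte gene FCER1G was lower, with -0.79 in 8 of 9 lines (median of the list -0.20, adjusted p = 0.391 with an estimated correlation). Of 1490 microRNA precursor probe sets, 13 were higher and 20 lower in xenografts than in 2D cultures (13 and 20 adjusted over the list alone), with a median of -0.01 (adjusted p = 0.327).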
